# An adaptive biomolecular condensation response is conserved across environmentally divergent species

**DOI:** 10.1038/s41467-024-47355-9

**Published:** 2024-04-11

**Authors:** Samantha Keyport Kik, Dana Christopher, Hendrik Glauninger, Caitlin Wong Hickernell, Jared A. M. Bard, Kyle M. Lin, Allison H. Squires, Michael Ford, Tobin R. Sosnick, D. Allan Drummond

**Keywords:** Molecular evolution, Stress granules, Intrinsically disordered proteins

## Abstract

Cells must sense and respond to sudden maladaptive environmental changes—stresses—to survive and thrive. Across eukaryotes, stresses such as heat shock trigger conserved responses: growth arrest, a specific transcriptional response, and biomolecular condensation of protein and mRNA into structures known as stress granules under severe stress. The composition, formation mechanism, adaptive significance, and even evolutionary conservation of these condensed structures remain enigmatic. Here we provide a remarkable view into stress-triggered condensation, its evolutionary conservation and tuning, and its integration into other well-studied aspects of the stress response. Using three morphologically near-identical budding yeast species adapted to different thermal environments and diverged by up to 100 million years, we show that proteome-scale biomolecular condensation is tuned to species-specific thermal niches, closely tracking corresponding growth and transcriptional responses. In each species, poly(A)-binding protein—a core marker of stress granules—condenses in isolation at species-specific temperatures, with conserved molecular features and conformational changes modulating condensation. From the ecological to the molecular scale, our results reveal previously unappreciated levels of evolutionary selection in the eukaryotic stress response, while establishing a rich, tractable system for further inquiry.

## Abstract (web summary)

Cells must respond to environmental changes. In three fungal species adapted to different temperatures, cellular responses are conserved yet tuned to each organism’s thermal niche, including the formation of adaptive biomolecular condensates.

## Introduction

In response to a rapid increase in temperature—heat shock—eukaryotic cells respond by transcriptionally inducing a conserved set of genes encoding molecular chaperones^1–3^, repressing cell growth and translation^4^, and accumulating protein and mRNA molecules in large clusters called stress granules^4–7^. Until recently, these actions have been conceived of as a response to protein damage, denaturation, and aggregation caused by heat, with chaperones acting to restore protein homeostasis^8–10^.

However, substantial evidence now supports an alternative model describing the events following heat shock: physiological changes in temperature are directly sensed by specific proteins, triggering their biomolecular condensation without large-scale damage or global denaturation^7^; condensation is adaptive rather than deleterious, even affecting several of the translational changes observed^11,12^; chaperones act as regulators of the condensation response^13–15^; and temperature itself often acts as a physiological signal carrying adaptive information^16^. Remarkably, although adaptive biomolecular condensation was recognized last among these phenomena, it plays a central role in each aspect of the response, leading to the prediction that condensation should be both conserved and intimately coordinated with other aspects of the response across species—a prediction which motivates the present study.

To more clearly see the proposed interrelationships between condensation and more well-established aspects of the cellular response to heat shock, we consider transcriptional upregulation of specific genes, a defining feature of the response since its discovery^17,18^. The core eukaryotic heat shock response (HSR) is regulated by heat shock factor 1 (Hsf1), which induces transcription of several heat shock proteins, including the molecular chaperones of the Hsp70 family. Under physiological growth conditions in *S. cerevisiae*, one or more Hsp70 proteins repressively bind the transcription factor Hsf1^13,14^. New and abundant Hsp70 substrates emerging during stress are thought to titrate Hsp70 away from Hsf1, relieving inhibition and unleashing the HSR. Stress-induced protein misfolding was long thought to generate these substrates, and significant evidence indicates that misfolded proteins are sufficient to induce Hsf1 at non-shock temperatures^19^, yet misfolding of mature endogenous proteins under physiological heat-shock conditions has remained surprisingly difficult to establish. Meanwhile, evidence has accumulated that nascent polypeptides and newly synthesized proteins, whose folding and assembly may be more easily perturbed during stress^20–23^, may serve as HSR inducers^16,24^. Nevertheless, the HSR can be robustly induced even when translation is inhibited, indicating that nascent/new species cannot be the sole HSR trigger^16,25^. Moreover, physiological biomolecular condensation in response to thermal stress has repeatedly been shown to be an autonomous property of individual proteins^7,11,12,26^, and such condensates recruit Hsp70 both in vivo and in vitro^4,15^, indicating that they may more broadly serve as physiological thermal sensors. Finally, many of the proteins which condense in response to stress are translation initiation, elongation, or ribosome biogenesis factors, whose condensation—and likely inactivation—accompanies suppression of the associated processes^4,7,27^. Together, these observations open the possibility that condensation may serve as a primary sensor, coordinator, and executor of the transcriptional and translational stress responses.

If condensation acts in this central organizing capacity then, as noted above, it should be conserved across related species and coordinated with the other aspects of their stress responses. For heat shock, the obvious candidate species are those adapted to different thermal niches: thermophiles, mesophiles, and cryophiles. Tuning of the transcriptional HSR to suit the environmental temperature profile and organism lifestyle is well-established^28–31^. That is, similar transcriptional programs are induced at different temperatures by organisms occupying different thermal niches.

Due to evidence suggesting that condensation may trigger the transcriptional heat shock response as described above, an obvious hypothesis is that the magnitude of condensation and of the transcriptional heat shock response will correlate across thermally adapted species. The thermal stability against misfolding of thermophilic proteins relative to their mesophilic and cryophilic counterparts has been repeatedly exploited, perhaps most famously in the polymerase chain reaction (PCR)^32^. Similarly, thermally triggered biomolecular condensation of orthologs of the RNA helicase Ded1 occurs at increasing temperatures for orthologs from a cryophilic, mesophilic, and thermophilic fungus respectively^12^. Whether this condensation influences fitness, and the nature of the relationship between species heat shock response temperatures and protein condensation temperatures, were not assessed, yet the imprint of thermal niche seems evident. Tuning of protein stability and condensation temperatures appear to track ecological adaptations.

How much room for tuning exists within physical constraints under which life evolves? Evolution appears to have strong constraints on its ability to craft extremophiles, with potentially important consequences for understanding stress, biophysical constraints, and the limits of organismal growth. No known eukaryote grows above 62 °C^33^, and fungi are the only eukaryotes which grow above 45 °C^34^, in contrast to the many bacteria and archaea capable of growing at substantially higher temperatures, even exceeding 100 °C at sufficient pressures to prevent the boiling of water. What causes this apparent thermal cap on eukaryotic growth is unknown^35^. Whatever the resolution to this great mystery, we cannot ignore the possibility of strong biophysical constraints on eukaryotic life beyond mere niche preference. Nevertheless, within such constraints, evolution enjoys substantial freedom to conserve cellular operations while tuning their execution to suit ecological opportunities.

Many related questions follow from these observations. How do growth, transcription, and condensation responses change together across organisms adapted to different thermal niches? To what extent has evolution conserved and tuned the response to temperature—particularly in the condensation response, for which only data for a handful of proteins exists? How similar are the molecules which form temperature-triggered condensates across species? How, if at all, are phenotypes conserved across thermally divergent species when condensation is perturbed? And how closely are the molecular details of condensation preserved among divergent homologs?

To answer these questions, we characterized the growth, transcription, and protein condensation of cryophilic, mesophilic, and thermotolerant budding yeast species across a range of temperatures and molecular scales. As expected, transcriptional heat shock responses track each species’ thermal tolerance, which we characterize in detail. We show that at the proteome scale, protein condensation is tuned across species, such that the behavior of orthologous molecules is conserved but at niche-specific temperatures. We show that condensation is encoded in the amino-acid sequence of stress granule marker poly(A)-binding protein (Pab1) as shown by in vitro biophysical assays, and disrupting the condensation of Pab1 in vivo reduces fitness during temperature stress. Finally, at the molecular level, we employ hydrogen-deuterium exchange - mass spectrometry (HDX-MS) to compare structural differences in condensates relative to monomers across species, revealing new levels of conservation and divergence.

## Results

### Evolutionary divergence results in distinct thermal growth ranges

For comparison of conservation and divergence after heat shock under controlled conditions, we selected three budding yeast species (Fig. 1a) known to differ in their thermal profiles yet able to grow robustly on identical media containing D-glucose. Baker’s yeast *Saccharomyces cerevisiae*, which grows optimally between 30 °C–34 °C, grows naturally on the surface of fruit and on oak bark, but halts its growth above 40 °C. Another related yeast, *Saccharomyces kudriavzevii*, also found on oak bark, grows optimally at lower temperatures between 24 °C–28 °C, and growth has been shown to cease above 32 °C^36^. We also used a pre-whole-genome duplication relative, *Kluyveromyces marxianus*, a respirative thermotolerant yeast isolated from sugarcane juice in Thailand, which can grow robustly at temperatures as high as 45 °C^37,38^. (We use the convention that reserves “thermophilic” for fungi which grow more rapidly at 45 °C than at 25 °C, while labeling others “thermotolerant”^39^.) Consistent with previous studies, we hypothesized that each species’ transcriptional changes would be tuned to the thermal environment to which they have adapted^30,31,40–43^.

**Fig. 1:**
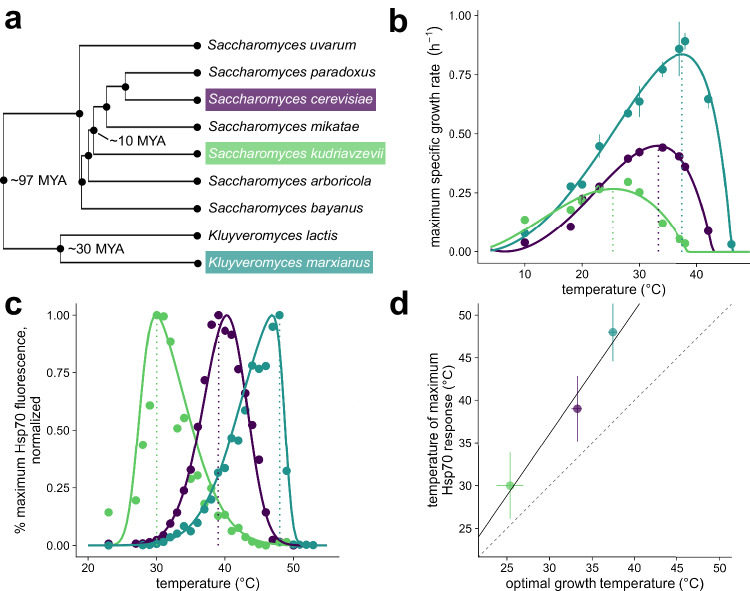
Three fungal species grow optimally at different temperatures, and their transcriptional heat shock responses track their optimal growth temperatures. **a** Phylogenetic tree of the Saccharomycetaceae family. The topology was obtained from Kumar et al. 2022. **b** Growth rate versus temperature, shown as mean +/− standard error, overlaid with a fit of the cardinal temperature model with inflection to experimental data obtained for strains *S. cerevisiae* BY4742 (purple), *S. kudriavzevii* FM1389 (green), and *K. marxianus* DMKU3-1042 (blue). Dotted lines show the temperature of the maximum growth rate for each species. At least two biologically independent cultures were measured for each temperature and species. **c** Hsp70 fluorescence after 20 minute heat shock at specified temperature with three hours of recovery. Values are plotted as the percent of the maximum response. Each point is the average of at least 5000 cells, controlled for size and normalized to non-heat shocked cells. Dotted lines show the temperature of the maximum measured transcriptional response for each species. **d** Correlation of the temperatures at which the three species reach their highest maximum specific growth rate from **b** plotted against the temperature of the maximum Hsp70 response in **c**. Error bars represent the standard deviation of temperature for the fit of the skew-normal distribution (y-axis) or cardinal temperature model with inflection (x-axis). Solid line shows a linear fit, dashed line shows *y* = *x*. Source data are provided as a Source Data file.

To characterize growth behavior, we calculated maximum growth rates of log phase cultures at temperatures ranging from 10 to 46 °C for at least two biological replicates (Fig. 1b). *K. marxianus* shows a high maximum growth rate relative to these other species, consistent with other studies on this organism^37,44–46^ and likely due to its respirative life history^38,47^. The estimated growth temperature optimum is different for each species, ranging from 25 °C–38 °C. Observations of growth in liquid culture also match longer-term growth on plates (Figure S1a). In contrast to previously published results, for *S. kudriavzevii*, we do observe growth above 32 °C, as high as 38 °C, although very slowly and specifically in complete medium liquid culture^48^.

These growth studies yield clear species contrasts: at 37 °C, the standard heat-shock temperature commonly used in studies of mesophilic baker’s yeast, the thermotolerant species has not yet reached its optimal growth temperature—in this sense, it is truly heat-loving rather than merely heat tolerant—while growth of the cryophilic species has all but ceased.

### Heat shock responses track temperature tolerance

How do these species’ heat shock responses relate to the temperatures at which they proliferate? To monitor the heat shock response quantitatively, we constructed *S. cerevisiae* and *S. kudriavzevii* strains with endogenous heat-induced Hsp70 molecular chaperone *SSA4* tagged with the red fluorescent protein mCherry^49^, as well as a *K. marxianus* strain expressing the pre-duplication ortholog of the *SSA3* promoter driving eGFP. We monitored red or green fluorescence using flow cytometry after a 20-minute temperature treatment followed by a three-hour recovery at room temperature (Fig. 1c). Each population shows some variance at each temperature, with less variance observed at heat shock temperatures relative to non-heat shock temperatures for both species (Figure S2a). As expected, the temperature of maximum response is lowest for *S. kudriavzevii*, intermediate for *S. cerevisiae*, and highest for *K. marxianus*.

The data reveal a strong correlation between optimum growth temperature and maximum Hsp70 induction temperature across the three species (Fig. 1d). The difference between the maximum heat shock response temperature and the optimum growth temperature varies between 6 °C–8 °C, where growth rate has begun to decline in each species but has not reached complete growth arrest.

We next wanted to know if the observed Hsp70 response generalizes to the broader HSR, including Hsf1-regulated genes, and to characterize other gene expression changes across species. 

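Poly(A) RNA was sequenced from *S. kudriavzevii* FM1389, *S. cerevisiae* BY4742 and *K. marxianus*, with 2 control and 2 heat shock libraries per species and 12 libraries in all. Control cells were treated at 24 °C, 33 °C and 37 °C and heat-shocked cells at 31 °C, 40 °C and 46 °C, in that order of species. The methods and the sample labels give a treatment of 8 minutes, and the results text gives 20 minutes. For *S. kudriavzevii* the labels name 34 °C as the growth temperature where the paper gives 24 °C. The authors trimmed the reads, aligned them with STAR to the assembly of each species and counted the reads on coding sequences with HTSeq, without using strand. These counts were deposited without normalization, together with TPM values. In *S. kudriavzevii*, 28310252 and 22201483 reads were counted on genes in control replicates 1 and 2, and 26952190 and 28644781 in heat shock replicates 1 and 2. The corresponding totals were 19787368, 23476002, 22476146 and 18911098 in *S. cerevisiae* and 23996907, 22071153, 18981480 and 21480075 in *K. marxianus*. Reads given to no gene stayed out of every library size, and they made up between 4.01% and 4.77% of the reads in *S. kudriavzevii*, between 5.91% and 6.60% in *S. cerevisiae* and between 7.57% and 12.8% in *K. marxianus*. Reads that aligned to several places were left out by the counting, so values of genes with a near-identical copy, such as many ribosomal protein gene pairs and SSA1 with SSA2, are uncertain, and reads of overlapping genes on opposite strands were not told apart. Counts were normalized with edgeR's TMM method and tested in each species by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes that passed edgeR's expression filter. With 2 libraries per condition, leaving out a library leaves an arm with a single library, so such fits give values and no p-values. The *S. cerevisiae* identifiers are R64 systematic names. The *S. kudriavzevii* identifiers carry no symbols, and symbols were inferred by matching the order and lengths of 5549 genes with a table of the Skud-IFO1802 assembly, which gave 4912 orthologs of *S. cerevisiae* genes. Apart from PAB1, the *K. marxianus* identifiers were not paired with names here, so *K. marxianus* was analysed over all genes and not by gene list. The gene lists, the tests and most of the alternative settings were fixed before the data were examined.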

To measure the global transcriptomic behavior, we performed RNA-seq for each species with two biological replicates, comparing transcript levels at the optimum growth temperature to those at the maximum heat shock response temperature (Figure S3a). Overall, many of the transcriptomic changes are conserved at each species’ respective heat shock temperatures (Fig. 2a, Figures S3b, c), with genes encoding orthologous ribosomal components, ribosome biogenesis factors, and translation factors downregulated in each species (Supplementary Files 1 and 2, Methods). Likewise, orthologs controlled by heat shock factor 1 (Hsf1) are strongly induced in all three species.

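Genes for ribosomal proteins fell after heat shock by a median of 2.73 on the log2 scale in *S. cerevisiae* (138 genes) and by 0.98 in *S. kudriavzevii* (128 genes). The 4 single pairs of a control and a heat shock library gave medians between -2.79 and -2.68 in *S. cerevisiae* (SD 0.0521) and between -2.07 and 0.05 in *S. kudriavzevii* (SD 0.864). Without control replicate 2 the *S. kudriavzevii* median was -0.37, without heat shock replicate 1 it was -0.56, without control replicate 1 it was -1.43 and without heat shock replicate 2 it was -1.63. In *S. cerevisiae*, 137 of these genes were lower at a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test and RPL15B, named after its value was seen, was higher, with 138 significant when adjusted over the list alone. In *S. kudriavzevii* all 128 had a negative log2 fold change, and 4 were lower over all genes tested: RPL7B, RPS27A, RPL22B and RPP1, named after their values were seen. Adjusted over the list alone, 1 *S. kudriavzevii* gene was significant, RPP1, which the list takes in by its name and which the R64 annotation describes as an RNA processing protein; 22 were lower at an unadjusted p under 0.05. As a set, the list was lower than the other genes in limma's camera test with a preset correlation of 0.01 (Benjamini-Hochberg adjusted p = 6.11e-86 in *S. cerevisiae* and 1.4e-05 in *S. kudriavzevii*). With limma's fry the Benjamini-Hochberg adjusted p was 0.00121 in *S. cerevisiae* and 0.279 in *S. kudriavzevii*. The calls of the other 5 lists held under fry in both species, and with camera's estimated correlation no list was called (Benjamini-Hochberg adjusted p between 0.081 and 0.606 in *S. kudriavzevii* and between 0.178 and 0.473 in *S. cerevisiae*). Apart from leaving out libraries, the *S. cerevisiae* median moved most with the log2 ratio of mean TPM, to -2.47, and the *S. kudriavzevii* median with library totals in place of TMM, to -1.20, where the median of all *S. kudriavzevii* genes shifted from -0.04 to -0.31.
The 154 listed ribosome biogenesis genes fell further in *S. kudriavzevii*, with a median log2 fold change of -3.49 (151 genes tested, SD 0.342 over single pairs of libraries) against -2.30 in *S. cerevisiae* (153 genes tested, SD 0.147). In *S. kudriavzevii*, 150 were lower over all genes tested and 151 when adjusted over the list alone, and in *S. cerevisiae* all 153 were lower by either count (camera, Benjamini-Hochberg adjusted p = 1.66e-103 in *S. kudriavzevii* and 6.51e-60 in *S. cerevisiae*). The 42 translation factor genes had a median of -0.94 in *S. kudriavzevii* (SD 0.318) and -1.29 in *S. cerevisiae* (SD 0.0633). Of these, 12 were lower in *S. kudriavzevii*, and also 12 when adjusted over the list alone, and 36 were lower in *S. cerevisiae*, where 37 were significant when adjusted over the list alone and HEF3, named after its value was seen, was higher (log2 fold change 1.40). The camera test gave a Benjamini-Hochberg adjusted p of 0.000121 in *S. kudriavzevii* and 4.53e-11 in *S. cerevisiae* for translation factors.

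**Figure D1:**
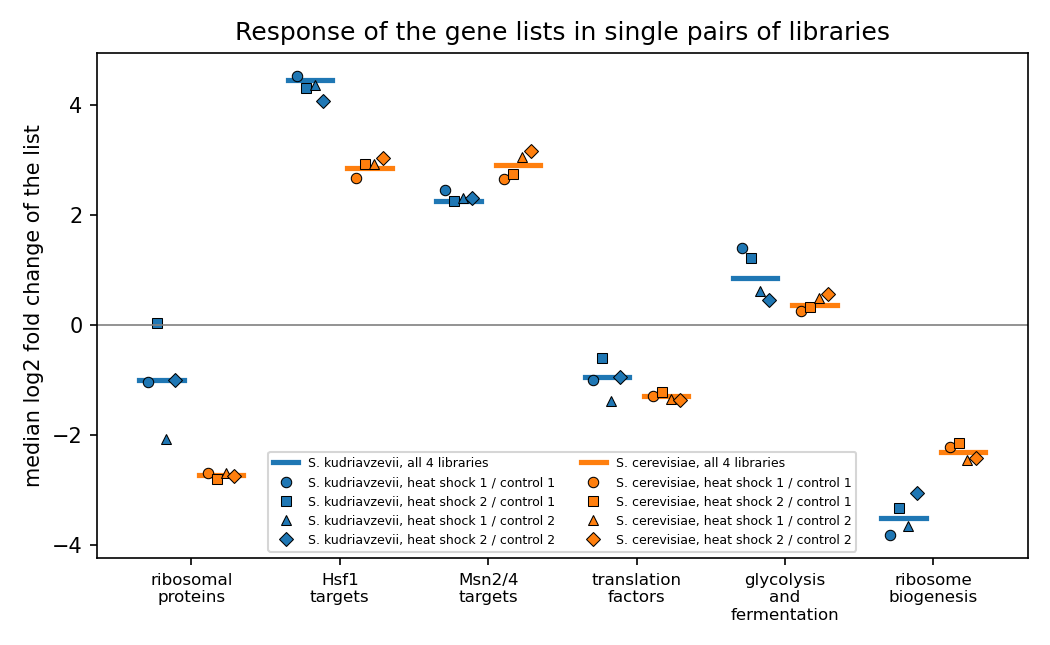
Median log2 fold change (heat shock over control) of each gene list in *S. kudriavzevii* and *S. cerevisiae*. Each marker is 1 of the 4 single pairs of a control and a heat shock library of that species and each bar is the median from all 4 libraries. The markers for ribosomal proteins spread from -2.07 to 0.05 in *S. kudriavzevii* and lie together in *S. cerevisiae*. Both ends of that spread cross libraries of different replicate numbers.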

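The 30 listed Hsf1 targets rose by a median of 4.46 on the log2 scale in *S. kudriavzevii* (27 genes tested, SD 0.189 over single pairs of libraries) and by 2.86 in *S. cerevisiae* (30 genes tested, SD 0.157). In *S. kudriavzevii*, 25 were higher over all genes tested and 27 when adjusted over the list alone, and in *S. cerevisiae* all 30 were higher by either count. The camera test gave a Benjamini-Hochberg adjusted p of 6.43e-33 in *S. kudriavzevii* and 3.87e-30 in *S. cerevisiae*. With each library left out in turn, the median stayed between 4.24 and 4.61 in *S. kudriavzevii* and between 2.74 and 2.97 in *S. cerevisiae*. HSP42 (SKDZ_04G3840) rose from 12.0 ± 2.89 CPM to 5079 ± 537 (SD, n = 2) in *S. kudriavzevii*, a log2 fold change of 8.73 (standard error 0.733, edgeR, Benjamini-Hochberg adjusted p = 0.000458). HSP26 (SKDZ_02G1770) rose from 13.6 ± 2.31 to 9766 ± 6303 CPM (SD, n = 2), a log2 fold change of 9.49 with a standard error of 0.962. The list of Hsf1 targets was written by hand, so these shares hold for the listed genes only. The Hsf1 targets of *K. marxianus* were not analysed here.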

**Fig. 2:**
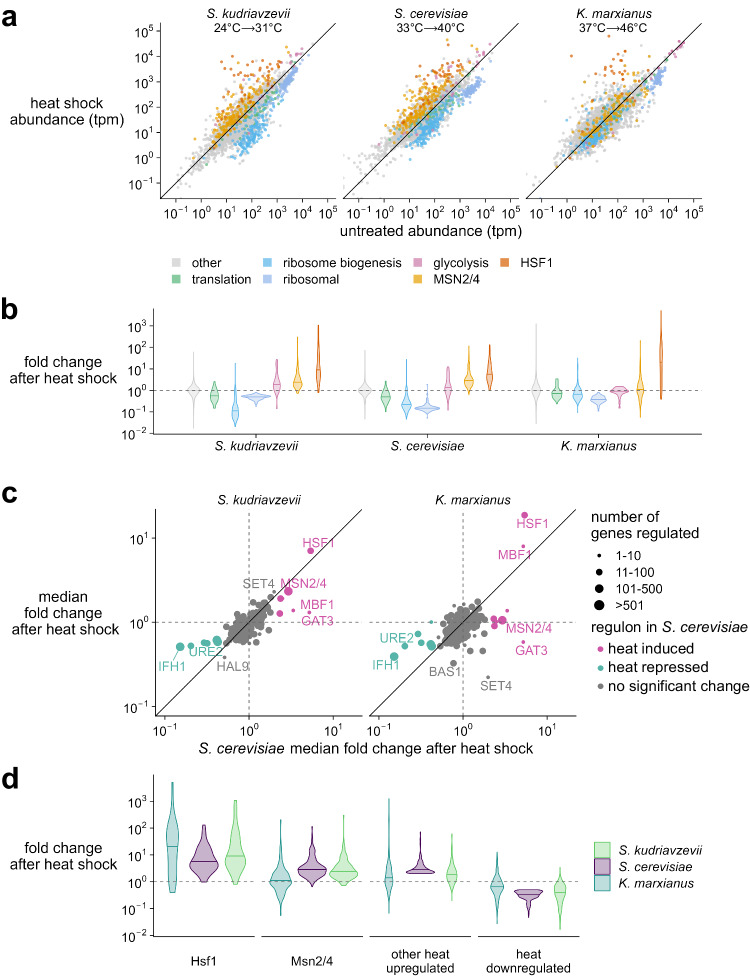
Transcriptome changes upon heat shock reflect largely conserved responses to stress, except environmental stress response regulators Msn2/4. **a** Transcript abundance (transcripts per million, tpm) in stressed versus unstressed populations of cells. *S. kudriavzevii* was grown at 24 °C and stressed at 31 °C; *S. cerevisiae* was grown at 33 °C and stressed at 40 °C; *K. marxianus* was grown at 37 °C and stressed at 46 °C. Colors correspond to gene type. The *y* = *x* line is shown in black. **b** Fold change distribution for groups of genes (colored by gene type) after stress in each species. **c** Behavior of genes corresponding to orthologous transcription factor regulators in *S. cerevisiae*. Data point size corresponds to number of genes controlled by the regulator, and points are colored according to genes that were observed as two-fold up or down in *S. cerevisiae*. The *y* = *x* line is shown in black. **d** Individual transcript fold change after heat shock colored by species. Panels correspond to orthologous genes controlled by Hsf1 or Msn2/4 from *S. cerevisiae* (left two panels) or orthologous genes that were observed as two-fold up or down in *S. cerevisiae* (right two panels). Source data are provided as a Source Data file.

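Over all genes tested, 575 were higher and 717 lower after heat shock in *S. kudriavzevii* (5490 tested), 1947 and 1894 in *S. cerevisiae* (5786 tested) and 1458 and 1550 in *K. marxianus* (4894 tested), at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These calls covered 23.5% of the *S. kudriavzevii* genes, 66.4% of the *S. cerevisiae* genes and 61.5% of the *K. marxianus* genes. Changes of at least 2-fold made up 530 of the higher and 668 of the lower genes in *S. kudriavzevii*, 679 and 783 in *S. cerevisiae* and 822 and 834 in *K. marxianus*. Of the changed genes, 44.5% were higher in *S. kudriavzevii*, and 30.0% with library totals in place of TMM (275 higher and 641 lower). The median log2 fold change of all *K. marxianus* genes was -0.01, and with library totals it was -0.16, with 1247 genes higher and 1799 lower (40.9% higher). Replicates differed most in *S. kudriavzevii*, where edgeR's common dispersion was 0.0658, against 0.0112 in *S. cerevisiae* and 0.0272 in *K. marxianus*.
In *S. cerevisiae*, the largest rises after that of SSA4 were those of HSP12 (YFL014W, log2 fold change 6.85), HSP30 (YCR021C, 6.18), ALD3 (YMR169C, 6.18) and EGO4 (YNR034W-A, 5.96). HSP12 lies on chromosome VI of R64 from 107256 to 107585 and rose from 149 ± 60.8 to 17204 ± 225 CPM (SD, n = 2; standard error 0.334 on the log2 scale, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.07e-06). The largest falls were those of DBP2 (YNL112W, log2 fold change -4.43), URA1 (YKL216W, -4.40), MF(ALPHA)1 (YPL187W, -4.34), RPL9A (YGL147C, -4.29, uncertain because of its near-identical copy) and RKI1 (YOR095C, -4.04). In *S. kudriavzevii*, EGO4 (SKDZ_14G3550) rose by 9.24 and HSP12 (SKDZ_06G0510) by 8.21 on the log2 scale, the latter from 12.2 ± 4.91 to 3619 ± 3770 CPM (SD, n = 2) and by 6.29 without heat shock replicate 1. The largest *S. kudriavzevii* falls were those of NSR1 (SKDZ_07G4020, log2 fold change -5.88), MRD1 (SKDZ_16G3670, -5.86), GFD2 (SKDZ_03G0330, -5.77), DBP2 (SKDZ_14G2100, -5.62) and RNT1 (SKDZ_13G3650, -5.51). With each library left out in turn, NSR1 ranged from -6.80 to -5.32, MRD1 from -6.35 to -5.00 and GFD2 from -6.40 to -4.82. DBP2 ranged from -6.46 to -5.09 and RNT1 from -6.63 to -4.89, so the order of these falls is not settled. The rise of EGO4 ranged from 8.37 to 9.77. The gene with the largest rise in *K. marxianus*, KLMA_20547, had 119 and 17 counts in the control libraries and 279532 and 222890 after heat shock, a log2 fold change of 12.24 (standard error 0.985, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000385) that became 14.10 without control replicate 1. KLMA_80226 had 5 and 3 counts in the control libraries, near the floor of 3 counts, and 3122 and 4672 after heat shock. The log2 fold change was -5.39 for KLMA_30317 and -5.19 for KLMA_40531, the largest falls in *K. marxianus*.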

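The 25 listed genes of glycolysis and fermentation had a median log2 fold change of 0.85 in *S. kudriavzevii* (24 genes tested, SD 0.465 over single pairs of libraries) and 0.38 in *S. cerevisiae* (SD 0.144). The *S. kudriavzevii* median was 0.55 without control replicate 1 and 1.36 without control replicate 2, and the *S. cerevisiae* median was 0.24 without control replicate 2. Over all genes tested, 5 of these genes were higher in *S. kudriavzevii*, and also 5 when adjusted over the list alone: PYK2 (log2 fold change 2.58), GLK1 (3.84), ENO1 (3.90), HXK1 (4.22) and TDH1 (4.76), named after their values were seen. None was lower there, including at an unadjusted p under 0.05 (0 genes). In *S. cerevisiae*, 12 were higher and 4 lower, with 16 significant when adjusted over the list alone. The 4 lower genes, also named after their values were seen, were ADH2 (log2 fold change -1.50), HXK2 (-0.87), ADH4 (-0.81) and PDC1 (-0.36). The camera test gave a Benjamini-Hochberg adjusted p of 6.9e-05 in *S. kudriavzevii* and 0.031 in *S. cerevisiae*.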

Environmental stress response (ESR) factors Msn2 and Msn4 (Msn2/4) are paralogous transcription factors in fungi which become activated during many stresses, including heat, osmotic, and oxidative stress^50–54^. *S. cerevisiae* and *S. kudriavzevii* possess both paralogs, but *K. marxianus* only possesses one, as it diverged before the fungal whole genome duplication. Msn2/4 bind to stress response element (STRE) promoter sequences and have been shown to regulate more than 200 genes in *S. cerevisiae*, including several that are also induced by Hsf1^2,3^. 

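Of the 68 listed targets of the transcription factors Msn2 and Msn4, 67 were tested in *S. cerevisiae* and 64 in *S. kudriavzevii*. Their median log2 fold change after heat shock was 2.91 in *S. cerevisiae* (SD 0.239 over single pairs of libraries) and 2.26 in *S. kudriavzevii* (SD 0.0822). In *S. cerevisiae* all 67 were higher over all genes tested and also 67 when adjusted over the list alone. In *S. kudriavzevii*, 50 were higher over all genes tested and 54 when adjusted over the list alone, and 0 were lower, including at an unadjusted p under 0.05. The camera test gave a Benjamini-Hochberg adjusted p of 1.22e-35 in *S. cerevisiae* and 1.69e-33 in *S. kudriavzevii*. GLK1 and HXK1 are also on the list of glycolysis and fermentation genes. The list was written by hand and is not that of the paper's supplementary files, which were not used here. It holds only part of the regulon that the paper describes. In *S. cerevisiae* its median fold change was 7.53, against about 3 in Fig. 2b, read by eye. The shares of higher genes thus hold for this list and do not show uniform induction of the regulon.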

After a 20-minute heat stress, Msn2/4 induces hundreds of genes in *S. cerevisiae* and *S. kudriavzevii* (Fig. 2b).

Interestingly, full ESR upregulation behavior does not seem to be conserved in *K. marxianus* across the Msn2/4 regulon; instead, many orthologs under Msn2/4 control in *S. cerevisiae* are instead downregulated during heat shock, resulting in a near-zero average response. *K. marxianus* diverged from the *S. cerevisiae* lineage about 100 million years ago, prior to the whole genome duplication. Previous work has described the stress response in *Lachancea kluyveri*, another pre-duplication relative, observing little overlap in the heat-induced ESR response with *S. cerevisiae*^47^, and proposing that this may be due to differences in life history: respiratory yeast like *K. marxianus* do not require the same ESR responses as fermentative yeast like *S. cerevisiae*. We therefore looked more closely at the subset of annotated *S. cerevisiae* Msn2/4 orthologous targets showing altered transcriptomic behavior and found consistent results with *K. marxianus*, such that a substantial proportion of downregulated Msn2/4 orthologous targets in *K. marxianus* were also downregulated in response to heat shock in *L. kluyveri* (Figure S2b, c), consistent with the respiratory hypothesis.

To more broadly identify regulons whose heat-shock behavior might differ between species, we grouped transcripts by their orthologous transcription factors (Supplementary File 3, Methods) from *S. cerevisiae* (Fig. 2c). Most of these regulons do not respond to temperature in *S. cerevisiae*, but most that do correspond with regulons that change in *S. kudriavzevii* (Spearman’s ⍴ = 0.72). However, a lower correlation is observed between *K. marxianus* and *S. cerevisiae* (Spearman’s ⍴ = 0.48), with the median of orthologous Msn2/4 regulated genes showing no net change in the thermotolerant species. With the exception of Msn2/4, orthologous genes that are 2-fold up or downregulated in *S. cerevisiae* seem to be largely conserved across species, including Hsf1 regulated genes (Fig. 2d), raising the possibility that the upstream sensors of temperature carry much of the niche-specific tuning which is then transmitted to transcription factors.

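Outside the lists of Hsf1 and Msn2/4 targets, 427 *S. cerevisiae* genes with an ortholog in *S. kudriavzevii* rose at least 2-fold and 713 fell at least 2-fold, at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 423 and 711 were also tested in *S. kudriavzevii*. Both groups were chosen by their *S. cerevisiae* values, and this choice alone favours smaller medians and fewer 2-fold changes in *S. kudriavzevii*. No groups were chosen by *S. kudriavzevii* values, so the medians below do not show a weaker response there. Over all orthologs, the SD of the *S. kudriavzevii* fold changes was 1.1 times that of *S. cerevisiae*. The genes that rose had a median log2 fold change of 1.45 in *S. cerevisiae* and 0.94 in *S. kudriavzevii* (SD 0.0861 over single pairs of *S. kudriavzevii* libraries), and 85.8% of them rose in *S. kudriavzevii*. The genes that fell had a median of -1.90 in *S. cerevisiae* and -1.50 in *S. kudriavzevii* (SD 0.391), and 96.3% of them fell in *S. kudriavzevii*. In *S. kudriavzevii*, 196 of the first group were significantly higher and 201 rose at least 2-fold, and 405 of the second group were significantly lower and 476 fell at least 2-fold. Significant changes in the opposite direction in *S. kudriavzevii* were found for TPO2 (log2 fold change -2.36), SPO20 (-2.03) and CTS1 (1.35), named after their values were seen. With the log2 ratio of mean TPM and a pseudocount of 1 in place of edgeR's fold changes, the *S. kudriavzevii* median of the genes that rose was 0.69. The corresponding values for *K. marxianus* were not analysed here. The paper's own comparison is wider: it describes 2-fold changes as mostly shared across its species, Hsf1 targets included and Msn2/4 targets excepted. From this it raises the possibility that sensors of temperature upstream of the transcription factors carry much of the tuning to each niche.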

In the case of Hsf1, these upstream sensors may include thermally triggered biomolecular condensates which titrate Hsf1-repressive Hsp70 to activate the Hsf1 portion of the HSR. Moreover, Hsf1 targets include many molecular chaperones, including Hsp70, known to regulate the dispersal of biomolecular condensates^4,15,55^. We therefore sought to measure condensation in these three species across their heat shock temperatures, asking to what extent condensation is conserved and tuned.

### Heat-shock-triggered protein condensation is conserved across species

To survey condensation behavior across species, we performed biochemical fractionation and LC-MS/MS before and after 8-minute, species-specific temperature treatments much as in our previous study (modifications detailed in Methods) in *S. cerevisiae*^7^. Previous work has indicated that after 8-minutes, there is no significant change in protein levels^7^. We estimate the proportion of a given protein in the supernatant (pSup) using a model which controls for experimental mixing error (Methods). Many purified proteins identified using this method have been shown to condense in vitro when exposed to physiological heat shock—including poly(A)-binding protein Pab1 and aminoacyl tRNA synthetase complex components Gus1, Arc1, and Mes1^7^; RNA helicase Ded1^12^; and poly(U)-binding protein Pub1^26^—with no known exceptions to date. Our MS method cannot distinguish which proteins cause condensation (drivers) rather than bind to such proteins (passengers). In the case of the Gus1/Arc1/Mes1 complex, Gus1 and Mes1 are drivers, whereas Arc1 is a passenger^7^, yet all three condense. The question of which proteins form condensates is separate from the question of how condensation occurs. Given these findings, we interpret a change from high pSup to low pSup (i.e., high solubility to low solubility) during heat shock as indicating condensation. Nevertheless, it remains possible that certain proteins change pSup in this way due to shock-induced binding to membranes or other large structures.

Across the three species, we observe large-scale changes in protein condensation, primarily through decreases in pSup in heat shock relative to non-heat shock conditions (Fig. 3a, top). Among orthologous proteins, glycolytic enzymes, ribosomal components, and membrane proteins do not significantly shift their solubility, shown by the pSups falling near the 1:1 line between conditions (Fig. 3a, bottom). However, some orthologous proteins appear in the insoluble fraction after temperature stress, including a group of so-called superaggregator proteins identified previously^7^ and so named because they lose solubility more rapidly during heat shock than many stress-granule components. Subsequent work has demonstrated that recombinant purified preparations of specific superaggregators, such as Ded1, undergo condensation in vitro in response to heat shock. We observe superaggregator orthologs almost entirely retain this extreme temperature sensitivity, but at temperatures that correspond to each organism’s thermal growth range. Superaggregators as a class display decreased solubility at 37 °C in *S. kudriavzevii*, for which this is a heat-shock temperature, yet retain high solubility at the same temperature in *K. marxianus*, for which 37 °C is a near-optimal growth temperature.

**Fig. 3:**
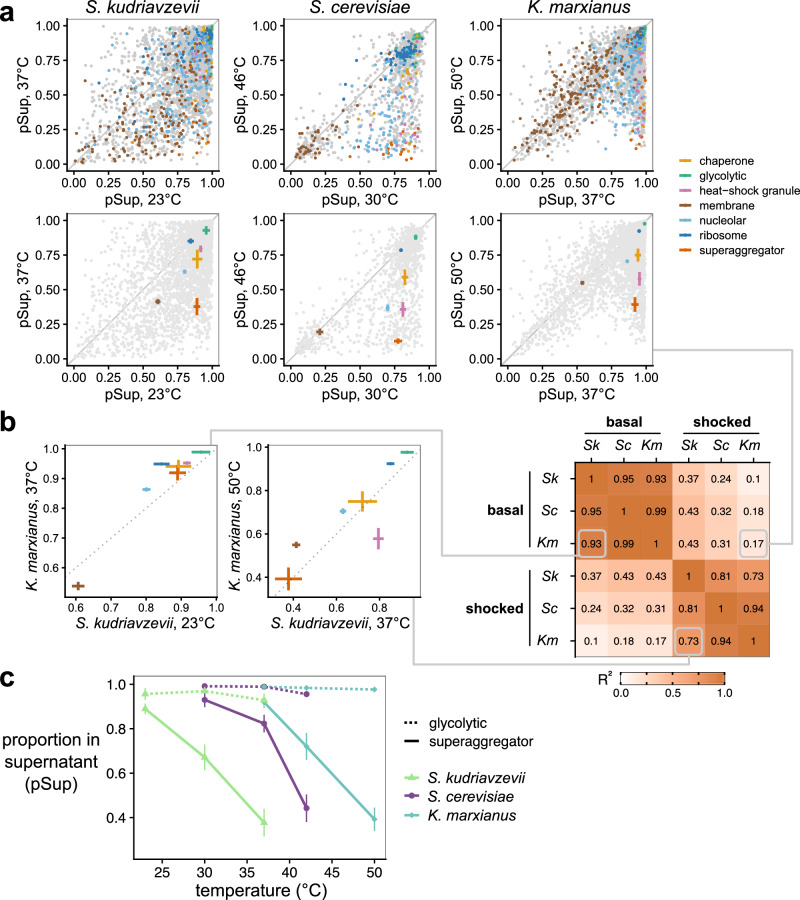
Condensation is conserved across species and tuned to their respective thermal niches. **a** Proportion in the supernatant (pSup) at basal temperature and after heat shock, at species-specific temperatures, across three fungal species. *S. cerevisiae* data are from Wallace et al. 2015. Top, all detected proteins, with important previously identified classes of proteins highlighted, inferred by orthology from *S. cerevisiae*. Bottom, summary statistics (mean +/− standard error) for the highlighted classes (for *S. kudriavzevii*, *S. cerevisiae*, and *K. marxianus* respectively, class sizes are: chaperone *n* = 18, 25, 22; glycolytic *n* = 11, 16, 18; heat-shock granule *n* = 19, 21, 20; membrane *n* = 193, 150, 221; nucleolar *n* = 236, 217, 255; ribosome *n* = 69, 103, 108; superaggregator *n* = 15, 17, 15). **b** Conservation of condensation across classes of proteins is revealed by correlations between their condensation behaviors within and between species. Left, specific comparisons of basal and shocked condensation between *S. kudriavzevii* and *K. marxianus* at their respective optimal growth and shock temperatures; lines connect to their respective entries in the full correlation matrix (showing *R*^2^ values), right. Crosses show mean +/− standard error. **c** Tuning of condensation is revealed by comparison of non-condensing glycolytic proteins and strongly condensing superaggregators across species. Error bars represent the mean +/− standard error. Source data are provided as a Source Data file.

To quantify conservation of these responses, we calculated pSup correlations between conditions and among all three species. Under non-heat shock, basal conditions for *S. kudriavzevii* (23 °C) and *K. marxianus* (37 °C), we observe that protein classes largely display the same behavior (*R*^*2*^ = 0.93, Fig. 3b, left). Likewise, after heat shock, the pSups of protein classes are again strongly correlated (*R*^*2*^ = 0.73, Fig. 3b, middle). We observe consistently high correlations for all species when comparing within temperature conditions (e.g., heat shock vs. heat shock). Correlations drop significantly when comparing between treatment conditions (heat shock vs. basal), even within species (Fig. 3b, right); that is, the condensation status of *S. kudriavzevii* during heat shock is more similar to that of *K. marxianus* during heat shock than it is to that of *S. kudriavzevii* under basal conditions. We conclude that biomolecular condensation of specific proteins in response to an evolutionarily tuned heat shock is conserved.

Because we performed these experiments under species-specific basal and mild or more severe heat shock temperature conditions, we next aimed to evaluate temperature tuning. We focused on glycolytic proteins and superaggregators across three temperatures, because the former shows little temperature sensitivity and the latter the greatest. We observe a striking relationship between temperature and condensation of superaggregators: as temperature increases, pSup decreases (Fig. 3c). However, this occurs at different temperatures for each organism, and non-condensing glycolytic enzymes show consistent solubility irrespective of heat shock. Thus, condensation is not only conserved among evolutionarily distinct organisms, but it is tuned to their adapted temperature niche. Importantly, we conclude that biomolecular condensation of certain proteins occurs in response to heat shock among distinct species, and this phenomenon has evolved alongside environmental adaptation.

### Condensation of Pab1 is conserved, encoded in sequence, and environmentally tuned

Given previous results that some purified proteins from *S. cerevisiae* autonomously condense in response to heat shock, we wondered if this property was tuned in a purified protein from *S. kudriavzevii* and *K. marxianus*^11,12^. To test this, we purified poly(A)-binding protein (Pab1) from each species. The two Pab1 orthologs have varied differences in amino acid sequence divergence, with 98% identity between *S. cerevisiae* and *S. kudriavzevii* but only 69% between *S. cerevisiae* and *K. marxianus*.

As in previous work^11^, we used dynamic light scattering (DLS) to monitor the apparent hydration radius (R_h_) during a slow temperature ramp; baseline low-temperature R_h_ values report on the monomer size, and sharp increases in R_h_ mark the onset of condensation. Purified Pab1 from each species condensed at a temperature (T_condense_, see Methods) correlated with both the optimal and maximum growth temperatures (Fig. 4a, b). DLS is highly sensitive to small condensates of only a few nanometers in size. We thus also looked for the appearance of microscopically visible condensates, which emerged at temperatures correlated with each species’ thermal niche (Figure S4). Condensates in all species also had similar morphologies, branched chains of small clusters, as previously reported^11^ (Figure S4). We conclude that Pab1’s temperature sensitivity and tuning to a thermal niche are both largely encoded directly in its amino-acid sequence, paralleling results from the RNA helicase Ded1^12^.

**Fig. 4:**
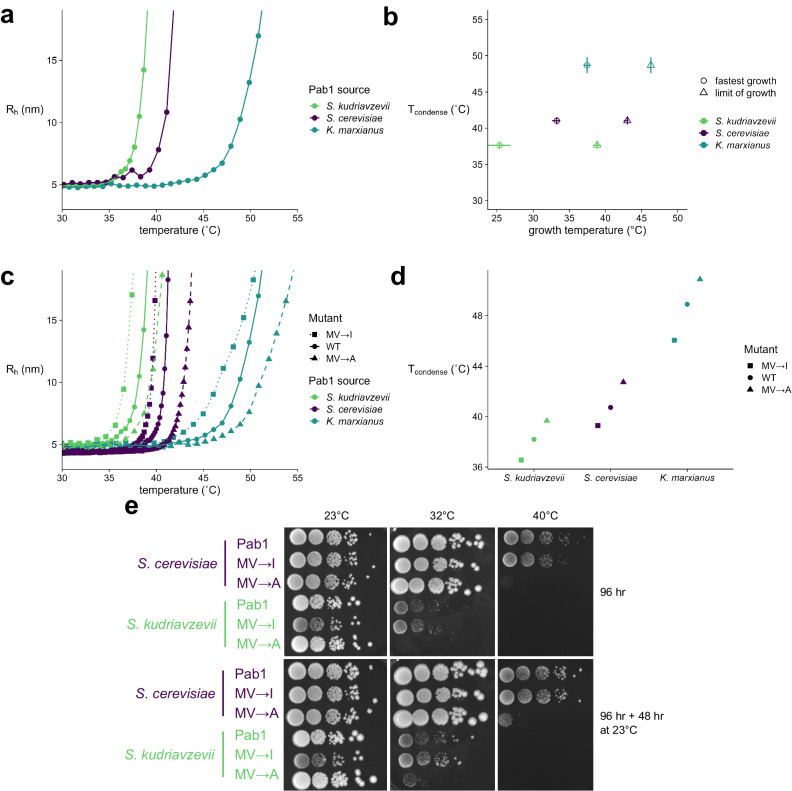
A conserved yet environmentally tuned condensation response is adaptive across species with differing temperature optima for growth. **a** DLS temperature ramp experiments of 15 µM Pab1 from each species, all at pH 6.4. **b** Correlation of T_condense_ (°C) with optimum growth temperature (circles) or maximum growth temperature (triangles). Error bars for T_condense_ (°C) represent the standard deviation of the mean of at least three replicates. Error bars for the optimum and maximum one standard deviation of the parameter estimates from the fit of the cardinal temperature model with inflection. Error bars for *S. cerevisiae* calculated from results are from n = 4, n = 5, and n = 6 for MV → I, WT, and MV → A, respectively. Error bars for *S. kudriavzevii* calculated from results are from n = 3, n = 4, and n = 3 for MV → I, WT, and MV → A, respectively. Error bars for *K. marxianus* calculated from results are from n = 4, n = 5, and n = 4 for MV → I, WT, and MV → A, respectively. **c** DLS temperature ramp experiments of 15 µM Pab1 mutants from each species, all at pH 6.4. Twelve mutations were made for each mutant from each species. Curves for *S. cerevisiae* mutants and wildtype are from Riback & Katanski et al. 2017. **d** Comparison of T_condense_ (°C) values calculated for each Pab1 protein. T_condense_ (°C) was calculated for *S. cerevisiae* mutants and wildtype from the curves contained in Riback & Katanski et al. 2017. **e** Spot assays of *S. cerevisiae* and *S. kudriavzevii* strains containing mutations in the P domain. Plates were incubated at 23, 32, and 40 °C for four days (96 hours), and then shifted to 23 °C and grown for two days (48 hours). Columns are 10-fold dilutions. Source data are provided as a Source Data file.

Previous work has shown that Pab1’s P domain, a low-complexity region enriched for proline, modulates the temperature at which the *S. cerevisiae* protein forms condensates, but the domain is not required for condensation^11^. We wondered if this modulatory role was also conserved across species. Interestingly, the P domain sequences of *S. cerevisiae* and *S. kudriavzevii* orthologs are identical, yet their T_condense_ values differ, which indicates that P-domain modulation of condensation is not responsible for differences between species.

A simple test for modulation, given our results in *S. cerevisiae*, would be to make the homologous mutations in the P domains of the other two species. This is straightforward in *S. kudriavzevii*, whose P domain is identical to *S. cerevisiae*, but nontrivial in *K. marxianus*, whose P domain is only 57% identical. We therefore adopted the same strategy as in our previous study: mutating all instances of the weakly hydrophobic residues methionine and valine to isoleucine (MV → I), or to alanine (MV → A), making the domain more or less hydrophobic, respectively. We previously observed that T_condense_ positively correlated with the hydrophobicity of each domain, raising the question of whether this specific biophysical change would have similar consequences.

Indeed, the MV → I mutants in both species showed lower-temperature onset of condensation relative to their species’ wild type, and the MV → A mutants showed higher-temperature onset, mirroring the *S. cerevisiae* results in both cases (Fig. 4c). We conclude that the P domain’s modulation of condensation is conserved, and a major biophysical determinant of this modulation is also conserved, across all three species (Fig. 4d). This is true whether the domain itself is perfectly conserved or sharply divergent in sequence.

### Phenotypic consequences of altering condensation are conserved

Condensation of Pab1 at the appropriate temperature in *S. cerevisiae* is important for fitness of the organism during long-term heat stress^11^—that is, Pab1 condensation is adaptive. We wondered if this adaptive phenotype was conserved among species. To test this hypothesis, we replaced the Pab1 at its endogenous locus with the P domain mutants (MV → I or MV → A) in both *S. kudriavzevii* and *S. cerevisiae* (this genetic manipulation was not successful in *K. marxianus*). Consistent with our earlier results, we observe that *S. cerevisiae* strains grow at the same rates at species-specific basal temperatures of 23 °C and 32 °C, but at a heat shock temperature of 40 °C, the MV → A mutant has reduced fitness (Fig. 4e, Figure S2b). When returned to 23 °C for 48 hours, a substantial portion MV → A mutant cells remain viable, indicating that the lack of growth was not due to death of those cells but rather arrested growth. We observe consistent results in *S. kudriavzevii*, where at 23 °C, all strains grow equally, but at 32 °C—close to optimal growth for *S. cerevisiae*, but a strong heat shock for *S. kudriavzevii*—the strain bearing the less hydrophobic MV → A P domain mutant has reduced fitness, and resumes growth when the stress is relieved by returning to 23 °C for 48 hours.

Growth of *S. kudriavzevii* does not resume when cells are moved to 23 °C after stress at 40 °C (Fig. 4e). Why these cells cannot resume growth, and whether this behavior has any link to condensation, is unclear; *S. kudriavzevii* shows no growth at 40 °C (Fig. 1b), so after four days, the small number of initially deposited cells may simply have become inviable.

Together, these results suggest that the prevention of condensation in vivo decreases the ability of the organism to grow at temperatures above that of optimal growth, a phenotype which is consistent across species yet tuned to the evolved environment of the organism. Given the consistent effect of these modulatory mutations, both on condensation and on the resulting phenotype, we then wondered how the molecular structural dynamics of these orthologs might similarly be conserved and tuned.

### Structural features of monomers and condensates are conserved

To investigate the structural conservation of the monomers and condensates for the three purified Pab1 orthologs, we used hydrogen-deuterium exchange mass spectrometry (HDX-MS), building on our previous work on *S. cerevisiae*’s Pab1^56^. HDX-MS reports on a protein’s hydrogen bond network involving amide protons across the protein by monitoring the rate of deuterium exchange, typically obtained at the peptide level using in-line proteolysis and mass spectrometry. Compared to solvent exposed amide protons, exchange occurs slower for sites involved in hydrogen bonds, and even more slowly— perhaps not at all on the timescale of the measurement—for sites in the most stable hydrogen bonds. In addition, and in contrast to many other structural techniques, HDX-MS can be used to study insoluble structures such as condensates, providing insight into their hydrogen bond network down to the peptide or even residue level.

To evaluate the extent of structural conservation for the three species, we compared the exchange behavior of monomeric Pab1 in each species, for which we were able to obtain excellent peptide coverage (Figure S5). We measured proportional deuterium uptake (%D) after 100 seconds of deuterium. The 100 sec time point is short enough that exchange does not measurably occur for the most stable hydrogen bonds, but long enough that it can be observed in the least stable regions, which enables us to distinguish between stably folded and unstructured regions.

Indeed, we observed substantial variation in deuterium labeling between regions within each Pab1 ortholog. The highly structured RNA-recognition motifs (RRMs) exhibited the lowest levels of exchange while interdomain linkers, along with the intrinsically disordered proline-rich (P) domain, showed higher levels (Fig. 5a). Exchange levels at each site are highly correlated across orthologs (r > 0.91) for each pairwise comparison (Fig. 5b), indicating that monomeric Pab1’s hydrogen bond network is largely conserved across species, as would be expected for this highly conserved protein.

**Fig. 5:**
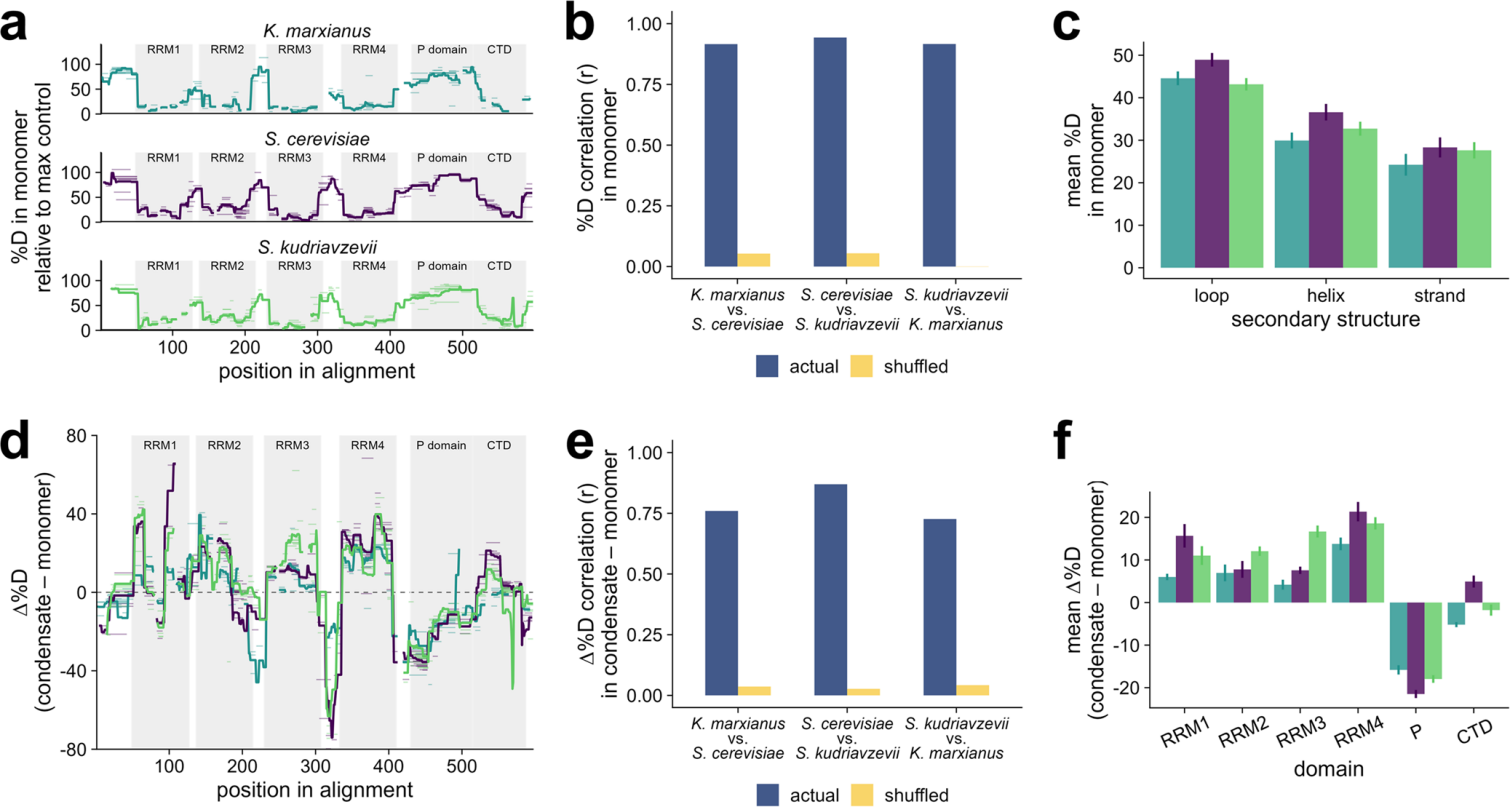
HDX-MS investigation of poly(A)-binding protein (Pab1) ortholog monomers and condensates reveals conservation of condensate structure. **a** Pab1 ortholog deuterium (%D) exchange mapped onto aligned primary sequence (all data after 100 seconds of exchange). Domain boundaries are annotated in gray, peptides are light horizontal bars, and solid lines show peptide means at each site. **b** Correlation (Pearson *R*) of site-by-site %D exchange for Pab1 monomers between orthologs, with shuffled sites as a control. **c** Relative exchange (%D) in monomers after 100 seconds for secondary structure elements in *S. cerevisiae* Pab1 (PDB: 6R5K). Box and whisker plot is standard: box shows 25th and 75th percentile with median crossbar, whiskers show maxima/minima up to 1.5x the interquartile range, with outliers plotted as separate points. Residue counts for each element type are loop *n* = 355 (368 for *K. marxianus* only), helix *n* = 150, and strand *n* = 73 for all species. **d** Difference in %D exchange between condensate and monomer for the three Pab1 orthologs, annotated as in **a**. Condensates for *S. cerevisiae* and *S. kudriavzevii* were made by incubating protein at 46 °C for 20 min, *K. marxianus* condensates were made using three incubations: 46 °C for 20 min, then 50 °C for 10 min, then 55 °C for 10 min. **e** Correlation (Pearson *R*) of differences in %D uptake between condensate and monomer between pairwise species comparisons, with shuffled sites as a control. **f** Change in %D uptake after 100 seconds between condensate and monomer for Pab1 domains. Box and whisker representation is as in **c**. Embedded error bars show mean +/− standard error. For each domain, residue counts for the three species are: RRM1 *n* = 68, 75, 69; RRM2 *n* = 78, 71, 65; RRM3 *n* = 69, 75, 55; RRM4 *n* = 75, 78, 78; CTD *n* = 73, 73, 49. Source data are provided as a Source Data file.

Generally, various secondary structure types have different tendencies to engage in stable hydrogen bonding, with loops being less hydrogen bonded than helices and sheets which are, by definition, stabilized by amide hydrogen bonding. In the Pab1 structure, the hydrophobic sheets tend to be the most buried away from solvent. Accordingly, we expect that loops will exchange the fastest, followed by helices, and then the stands. This pattern of exchange is seen for the three proteins (under the assumption that the orthologs have the same secondary structure as *S. cerevisiae* Pab1, derived from previous structural work^57^) (Fig. 5c). These results for monomers establish their structural conservation and support our use of the 100 sec as an appropriate time point for making comparison of deuterium uptake levels between the different states.

How similar are the condensate structures across species? To quantify condensate structural similarity across evolutionarily related proteins for the first time (to our knowledge), we calculated the difference in deuterium exchange (Δ%D) for each peptide between the condensed and monomeric proteins (Fig. 5d). Peptides with increased exchange in the condensate have positive Δ%D values, consistent with weaker or a reduced number of hydrogen bonds or increased exposure to solvent in the condensed structure for residues associated with that peptide, and vice versa for peptides with decreased exchange. We assumed unimodal fitting of likely bimodal data to calculate Δ%D which will affect the reported value^56^.

We find that the patterns of Δ%D due to condensation are conserved across the Pab1 orthologs (r > 0.72, Fig. 5e). Overall, the four RRMs undergo increased exchange for each ortholog upon condensation, consistent with local unfolding in the condensed structure, as reported for *S. cerevisiae* Pab1^56^. The disordered P domain, in contrast, becomes more protected in each ortholog after condensation (Fig. 5f), consistent with its reported role in *S. cerevisiae*, in providing additional interactions in the condensate context and with the importance of its composition in regulating the temperature of condensation.

The change in the deuterium exchange pattern (Δ%D) at 100 sec upon condensation is similar but not identical for the three orthologs. On average, the change in RRM3 domains in *S. kudriavzevii* is larger than for the other two species, whereas all four RRMs in *K. marxianus* show the smallest difference in exchange between condensate and monomer (Fig. 5f). Taken together, these two observations are consistent with a proposed model for Pab1 condensation where thermally tuned RRM local unfolding is the key event in condensation^56^. It is important to note that the condensates for *S. cerevisiae* and *S. kudriavzevii* were formed at lower temperatures and for different amounts of time (46 °C for 20 min) than *K. marxianus* (46 °C for 20 min, then 50 °C for 10 min, then 55 °C for 10 min). As such, further analysis of the dynamics of these changes is required to fully understand the mechanism of sequence-encoded Pab1 condensation differences among species.

Overall, we find that both Pab1 structure, and structural features of condensates, are largely conserved across three orthologs despite their different condensation onset temperatures. However, notable differences between species among folded domains may explain how Pab1 condensation can be tuned to an organism’s temperature niche. By tuning the stability—and thus activation threshold–of orthologous Pab1 RRMs, nature could enable Pab1 condensation to be triggered in response to each organism’s relative stress temperature.

## Discussion

We have measured multiple cellular and molecular responses to temperature in three budding yeast species, diverged by nearly 100 million years, that have adapted to distinct environmental and thermal conditions—the cryophile *S. kudriavzevii*, mesophile *S. cerevisiae*, and thermophile *K. marxianus*. Confirming these designations, cellular growth rate reaches its optimum at different temperatures, and each species’ growth ceases at a threshold temperature correlated with this optimum. Upon rapid transfer from optimal growth temperature to near the threshold—heat shock—we observe the classic eukaryotic Hsf1-mediated heat-shock response and sharp downregulation of translation and ribosome biogenesis genes involved in rapid growth in all species. 

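Ribosomal protein genes took 24.4% and 24.8% of all counts on genes in the *S. cerevisiae* control libraries and 3.95% and 3.61% in the heat shock libraries, replicate 1 first. In *S. kudriavzevii* they took 17.9% and 27.0% in the control libraries and 6.32% and 13.1% after heat shock, so that replicate 2 was higher in both states. The share of ribosome biogenesis genes went from 2.06% and 2.54% to 0.471% and 0.473% in *S. cerevisiae* and from 4.69% and 3.32% to 0.270% and 0.434% in *S. kudriavzevii*. Hsf1 targets went the other way, from 1.69% and 1.57% in the control libraries to 15.0% and 16.4% after heat shock in *S. cerevisiae* and to 19.6% and 15.1% in *S. kudriavzevii*, whose control libraries had 1.69% and 1.57% as well.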

Remarkably, the Msn2/4 regulon, which has long been known to regulate a large fraction of the overall transcriptional response to heat shock and other stresses in *S. cerevisiae*, shows net-zero activation during heat shock in *K. marxianus*.

We carried out what to our knowledge is the first proteome-scale assessment of the conservation of biomolecular condensation across species, examining the condensation response to heat shock which has been previously studied in *S. cerevisiae*^7,11,12,58^. We find that the biomolecular condensation response is also conserved down to individual protein species, yet tuned to each species’ thermal niche.

In principle, this tuned, conserved condensation response could reflect one or more cellular-scale regulatory changes that modulate the behavior of many condensing proteins, such as differences in trehalose production or intracellular pH. Alternatively, individual protein sequences might encode thermal tuning, as has been shown for Ded1^12^. We show that poly(A)-binding protein (Pab1) isolated from each species condenses at the relevant heat shock temperature, indicating that the tuning of these proteins is encoded in the amino acid sequence itself. The adaptive nature of Pab1 condensation during heat stress, which we discovered in *S. cerevisiae*^11^, is conserved in *S. kudriavzevii* at the corresponding temperatures for the cryophile. Finally, by comparing structural differences in condensates relative to monomers across species, we are able to propose that temperature-tuned behavior results from changes in RRM stability due to sequence differences in the orthologs.

### Conservation and divergence in the transcriptional response to heat shock

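Across 4891 orthologs tested in both species, the log2 fold changes of *S. kudriavzevii* and *S. cerevisiae* had a Pearson correlation of 0.757 (SD 0.0568 over single pairs of libraries) and a Spearman correlation of 0.707, and 74.0% of the orthologs had the same sign. Genes are not independent replicates, so no p-value is given. Without *S. kudriavzevii* control replicate 2 the Pearson correlation was 0.689, and without *S. kudriavzevii* control replicate 1 it was 0.784. The difference in response between the species was tested as the interaction of species and heat shock in edgeR, over 4909 orthologs and the 8 libraries of both species. The response was higher in *S. kudriavzevii* for 157 orthologs and lower for 284, at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Library totals in place of TMM moved these counts to 52 and 200 and the median difference over all orthologs from 0.01 to -0.35. With gene length trends removed, a setting chosen after the data were seen, 608 were higher and 491 lower, so the balance between higher and lower responses depends on the setting. Hsf1 targets rose more in *S. kudriavzevii*, by a median of 1.35 (SD 0.256 over single pairs of libraries), and ribosome biogenesis genes fell more, with a median difference of -1.07 (SD 0.397). Both differences were called by camera (Benjamini-Hochberg adjusted p = 1.88e-10 and 5.73e-23) and by fry (0.039 and 0.0395). Ribosomal protein genes fell less in *S. kudriavzevii*, with a median difference of 1.73 (SD 0.793) that was called by camera (Benjamini-Hochberg adjusted p = 2.14e-19) and not by fry (0.151). The median difference was 0.60 for glycolysis and fermentation genes (SD 0.314; camera, Benjamini-Hochberg adjusted p = 0.00794; fry, 0.141) and 0.39 for translation factors (camera, Benjamini-Hochberg adjusted p = 0.0685; fry, 0.24).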

*S. cerevisiae* and *S. kudriavzevii* show similar transcriptome-level responses as expected from their close evolutionary relationship, with divergence 10 million years ago, long after the whole genome duplication in this clade (Fig. 1)^48,59^. The two genomes are so similar that interspecies hybrids can be constructed which display intermediate growth and heat-induced foci phenotypes^60^. *S. cerevisiae* and *K. marxianus*, which diverged ~100 million years ago and before the whole-genome duplication, show more significant divergence in their transcriptional responses^59^. 

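The middle range of the single genes, from the lower to the upper quartile of the log2 fold change, was 2.53 to 6.20 for Hsf1 targets in *S. kudriavzevii* and 2.25 to 4.09 in *S. cerevisiae*. For ribosomal proteins the quartiles were -1.29 and -0.85 in *S. kudriavzevii* and -2.91 and -2.48 in *S. cerevisiae*, and for ribosome biogenesis factors they were -4.23 and -2.70 in *S. kudriavzevii* and -2.78 and -1.83 in *S. cerevisiae*. Translation factors had quartiles of -1.51 and -0.48 in *S. kudriavzevii* and -1.73 and -0.81 in *S. cerevisiae*. A positive log2 fold change was found for 100% of the tested Hsf1 targets in both species and for 0% of the ribosome biogenesis genes.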

All three species induce the Hsf1-regulated transcriptional response, as well as downregulate genes involved in protein synthesis and ribosome biogenesis, including transcripts encoding ribosomal protein subunits and those encoding auxiliary biogenesis factors. Responses diverge, however, most notably in the regulation of genes controlled by the transcription factor pair Msn2/4.

The conserved transcriptional responses reflect well-known functional responses to temperature; first, the slowing of growth by suppressing ribosome production and translation factors, and second, massive induction of molecular chaperones in the Hsf1 regulon which respond to temperature-induced protein misfolding and regulate biomolecular condensate formation (Fig. 2). Despite its name, heat shock factor 1 is activated by a wide range of environmental stresses^22,53^ during which biomolecular condensation is also observed^4,7,61–66^.

Hsf1 is presumably conserved across organisms and across stresses due to the conserved functions of the proteins whose expression it controls, such as molecular chaperones that regulate protein folding and condensation. For example, Hsp70 protein Ssa4, whose transcript is induced by Hsf1 no less than 100-fold at peak across species in our data (and up to 1,000-fold), has been shown to re-localize to condensates in *S. cerevisiae* during heat shock^4^. 

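In *S. kudriavzevii*, SSA4 (SKDZ_05G1830) rose from 15.1 ± 1.86 to 16040 ± 4795 CPM (SD, n = 2) after heat shock, which is 1064-fold. Its control libraries held 490 and 346 counts. The log2 fold change was 10.05 (standard error 0.923, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000458), and it stayed between 9.71 and 10.33 with each library left out in turn. In *S. cerevisiae*, SSA4 (YER103W), which lies on chromosome V of R64 from 364589 to 366517, rose from 70.5 ± 7.26 to 9320 ± 1339 CPM (SD, n = 2), which is 132-fold. The log2 fold change was 7.05 (standard error 0.192, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.96e-06), and it stayed between 6.87 and 7.19 with each library left out. The response of SSA4 was larger in *S. kudriavzevii* by 3.07 on the log2 scale (standard error 0.546, edgeR's interaction test, Benjamini-Hochberg adjusted p = 0.0170). The other Hsp70 genes of this family also rose, SSA3 by 5.89 in *S. kudriavzevii* and 4.61 in *S. cerevisiae*, and SSA1 by 5.93 and 3.19, although reads shared between SSA1 and SSA2 leave their values uncertain. For *K. marxianus*, the identifier of SSA4 was not paired here.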

Hsp70 also plays an essential role in dispersing heat-triggered *S. cerevisiae* Pab1 condensates^15^. Our results reveal the expected—but not previously reported—proteome- and transcriptome-scale correlation between Hsf1 regulon induction and condensation.

Other regulons across the species, however, do not seem to be completely conserved in their heat regulation (Fig. 2). One surprisingly divergent regulon is that of Msn2/4, which has long been considered a master regulator of the environmental stress response^50–53^. Msn2/4-controlled genes are induced in many stresses, and help regulate metabolism and glycolysis^67^. We confirm this standard role in *S. kudriavzevii*, but observe that a substantial fraction of the regulon is downregulated in *K. marxianus* despite the robust Hsf1 response, translation repression, and growth-rate reduction that unambiguously mark the onset of the environmental stress response. 

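The response of Msn2/4 targets in *S. kudriavzevii* differed from that in *S. cerevisiae* by a median of -0.12 on the log2 scale, less than the SD of 0.252 over single pairs of libraries (camera, Benjamini-Hochberg adjusted p = 0.0141; fry, 0.24). This is the median of the differences of single orthologs. The medians of the list within each species lay further apart, at 2.26 (SD 0.0822) and 2.91 (SD 0.239), so the size of the difference depends on the measure. In *S. kudriavzevii*, 96.9% of the tested targets had a positive log2 fold change, and the median stayed between 2.18 and 2.44 with each library left out in turn. For the transcripts of the factors themselves, in *S. kudriavzevii* the log2 fold change was 0.60 for MSN2 (standard error 0.263) and -0.26 for MSN4 (0.272), and in *S. cerevisiae* it was 0.18 (0.0837) and 0.22 (0.0893). None of these was significant in edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p = 0.142, 0.521, 0.092 and 0.0619), and the calls for MSN2 in *S. kudriavzevii* and MSN4 in *S. cerevisiae* were not the same in every setting tried.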

We provide further evidence that organisms with varying life histories utilize distinct transcriptional programs to respond to stress^38,47,68^, and the *S. cerevisiae* Msn2/4 regulon is incompletely conserved in *K. marxianus*. We speculate this is due to the *Saccharomyces* species’ key metabolic difference from the *Kluyveromyces* species, conversion of glucose to ethanol rather than biomass, the so-called Crabtree effect^69^.

### Conservation of the biomolecular condensation response to heat shock

The degree to which condensation is conserved across organisms has not been systematically characterized and is a grand challenge in the study of stress granules^70^. Here, we have quantified the conservation of condensation using three closely related species cultured under identical conditions and exposed to stresses differing only by a temperature shift.

Our results provide further evidence that not only is condensation conserved across different niches and over vast timescales, but it is also substantially conserved down to the particular molecular species observed in heat-shock-induced condensates (Fig. 3) and their individual behaviors. For example, poly(A)-binding protein Pab1 drastically decreases its solubility in each organism upon species-specific heat stress, such that a temperature which causes strong condensation of Pab1 from a cryophilic species, 37 °C, is the same temperature which leaves Pab1 from the thermotolerant species fully uncondensed. Previous work has shown this for the RNA helicase Ded1^12^. Here we show that this phenomenon holds proteome-wide: the vast majority of proteins identified as condensing in *S. cerevisiae*^7^ have orthologs in *K. marxianus* which also condense, albeit at an elevated temperature. We also observe that large classes of proteins, such as glycolytic enzymes and ribosomal proteins, are consistently soluble in each species at each species’ heat-shock temperature. The broad conservation of condensation behavior provides additional evidence that stress-induced condensation is functionally important, perhaps even serving as a signaling mechanism (as described below) under stressful conditions.

### Conservation and molecular basis of stress-triggered condensation

Many studies have shown that purified components of in vivo condensates will condense autonomously when exposed to stress-related conditions in vitro (reviewed in^71^). For example, translation factor Sup35 forms condensates in yeast cells during glucose starvation, when the intracellular pH drops; in purified form, Sup35 forms gel-like condensates as pH decreases in vitro^72^. Likewise, purified Ded1 from yeast forms heat-induced condensates, and this behavior is conserved and tuned in purified protein from *S. kudriavzevii* as well as the thermophile *T. terrestris*^12^. Purified Pab1’s condensation behavior has been shown to be both pH and temperature dependent^11^. Taken together, these results indicate that stress-triggered protein condensation is often encoded directly in the amino acid sequence. Our results support this model, where Pab1 condensation in vitro reflects the organism’s thermal niche. We show that conservation goes even further, such that mutations previously shown to shift the condensation temperature of *S. cerevisiae* Pab1 up and down have the same effect in the other two orthologs (Fig. 4).

Using HDX-MS, we show that Pab1 condensates in each species involve similar local conformational changes and new intermolecular contacts at the molecular level (Fig. 5). While we cannot yet provide a detailed mechanistic understanding of how temperature tuning occurs, these protein species and results provide useful tools and strong guidance for such studies. Because Pab1 has been found to condense via a sequential activation and local unfolding mechanism^56^, we hypothesize that tuning of the temperature-triggered local unfolding of specific RNA recognition motifs will explain much of the species-specific differences in condensation temperature. Whatever the result, the consistency of local conformational changes across species, but at different thermal baselines, underscores the need for evolutionary explanations rather than purely biophysical constraints.

### Adaptation and evolutionary variation in condensation

Stress-triggered biomolecular condensation in *S. cerevisiae* has been shown to be adaptive, or to have positive regulatory consequences, for specific proteins^11,12,72^. Our results demonstrate that hydrophobicity mutants of Pab1 in *S. kudriavzevii* mirror what has been observed in S*. cerevisiae*: suppressing temperature-induced condensation of Pab1 by increasing its condensation temperature reduces the ability of the organism to grow at high temperature (Fig. 4). This results from a reversible growth arrest, rather than decreased survival, at high temperatures (Figure S1). What is remarkable about this result is that “high temperature” for *S. kudriavzevii* is very nearly the optimal growth temperature for *S. cerevisiae*—the same adaptive phenotypic consequences appear in the cryophile, but at a temperature eight degrees lower. These evolved adaptive behaviors further support rethinking the response to heat shock, expanding from the longstanding focus on deleterious protein misfolding and proteotoxic aggregation to encompass large-scale adaptive reorganization by biomolecular condensation. Specifically, we propose that condensation acts as a signal transduction mechanism, converting temperature information into system-scale changes in molecular structure and organization with exquisite sensitivity^73^. Such condensation-mediated signal transduction integrates cleanly into the established model for transcriptional activation of Hsf1 by titration of chaperones—now well-established^13,14^—to condensates, as proposed^11^ and demonstrated^15^. Given the massive number of condensing protein species, a wide range of other potential functions are possible—and, we argue, likely given the scale of conservation we observe.

From ecological niche, to patterns of growth and survival, to gene expression and proteome-scale biomolecular condensation, to the condensation behavior of purified molecular species, to molecular changes, we show that cellular responses to stress are exquisitely preserved and precisely tuned over vast evolutionary timescales so that organisms can flourish in distinct thermal niches. The systematic characterization of these three thermally adapted fungi reported here not only demonstrates this tuning, but also provides a wealth of large-scale information essential for moving beyond anecdotal studies to a deeper understanding of the principles underlying variation in condensation across the tree of life.

## Methods

### Identification of orthologs and divergence times

Orthologs between *S. cerevisiae* and *S. kudriavzevii* were found using the Yeast Gene Order Browser v8 (http://ygob.ucd.ie/) using Pillars.tab file to confidently assign homology^74^. *K. marxianus* orthologs to *S. cerevisiae* were obtained using both the KEGG BRITE Orthology database^75^ and the eggNOG v5.0 database^76^. Ortholog assignments used in this study can be found in Supplementary File 1. Divergence times were estimated using timetree.org^59^.

### Maximum specific growth assays

Three wild-type strains were used to measure growth: *S. cerevisiae* BY4742, *S. kudriavzevii* FM1389, and *K. marxianus* DMKU3-1042. A dense overnight culture was diluted into YPD and allowed to grow to OD_600_ ~ 0.1. OD_600_ measurements were taken periodically during log phase growth. At least two biological replicates were performed for each species and time point. Maximum specific growth rates were obtained by estimating the slope of the linear range of growth for each species. Resulting growth curves were fit using the cardinal temperature model with inflection^77^.

### Strain construction

*Saccharomyces kudriavzevii* mutants were obtained using CRISPR-Cas9 genome editing. Briefly, competent FM1389 were prepared (Frozen-EZ Yeast Transformation II Kit™, Zymo Research). Competent cells were transformed according to the protocol except with a 90 min incubation at 23 °C. DNA was used at concentrations of at least 200 µg of Cas9/guide RNA-containing plasmid with a *URA3* selectable marker along with >500 µg of linear repair template as previously described^78,79^. Transformation reactions were spread on -Ura plates. Transformants were cured of the Cas9/guide RNA plasmid and sequence confirmed. Multiple transformants obtained using distinct guide RNAs were screened to check for phenotypic homogeneity.

A plasmid encoding SSA3p-eGFP (pSK190) was transformed into *K. marxianus* RAK3877 (DMKU3-1042 *ura3-1 his5-1*) according to previously published protocol^80^.

### Spot assay

For each strain, a dense overnight culture was diluted into fresh YPD and allowed to grow for at least 6 hours until cells reached OD_600_ of at least 0.1. Each culture was diluted to a matching OD_600_. Cultures were then serially diluted 10-fold into dH_2_O, and 7 µL of each dilution was spotted onto plates. Plates were incubated at the specified temperature for 4 days and then imaged. Plates were then moved to room temperature and incubated for 2 days and imaged again.

### Flow cytometry

Cells were grown overnight to OD_600_ ~ 0.05 in SC-complete medium with 2% dextrose, temperature treated for 20 minutes, and recovered for 3 hours with shaking at 23 °C. Data were collected on the AttuneNxT (Thermo Fisher) at 100 uL/min. At least 20,000 events were recorded per 100 uL of cells. Voltage was set as follows: Forward scatter: 1; Side scatter: 200; YL2 (mCherry): 540; VL1 (autofluorescence): 400.

All experiments were performed with the same voltage set, and the fluorescence values reported reflect forward scatter area and autofluorescence-normalized values. Subpopulations of cells that exhibited high autofluorescence (abnormally high BL2 signal) were removed from the analysis; at least 5,000 cells per sample remained. Fold-change values were calculated from mock-treated cells grown at 23 °C.

Fitting of skew-normal distributions for heat shock response data (Fig. 1c) were carried out using R^81^ and the ‘sn’ package^82^.

### RNA sequencing

#### Sample preparation

Each species (strains BY4742, FM1389, DMKU3-1042) was grown at its optimum growth temperature until OD_600_ ~ 0.2-0.4. 1.2 mL of cells were transferred to a 1.5 mL tube and treated at the specified temperature for 8 minutes. Cells were centrifuged at 3,000 g for 1 minute at room temperature, and the supernatant was removed. Cells were flash frozen and stored at −80 °C.

#### Library generation

Total RNA was extracted using Direct-zol RNA Miniprep kit (Zymo cat. no R2052) with Ambion TRI-reagent (Fisher cat. no. AM9738) and Zirconia/Silica 0.5 mm homogenization beads (Biospec cat. no. 11079105Z). Samples were treated with Dnase I (NEB M0303S). Two biological replicates were generated for each organism and condition. 

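The replicates of each condition differed by more than counting noise, with a mean chi-square per gene from 24.6 to 449, so no pair of libraries was treated as one. The share of genes that differed at least 2-fold between replicates was 12.4% in the *S. kudriavzevii* control and 4.21% after heat shock, 1.24% and 0.743% in *S. cerevisiae*, and 3.15% and 2.84% in *K. marxianus*.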

Sequencing libraries were prepared by Novogene (https://www.novogene.com/us-en/). Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers followed by the second strand cDNA synthesis, end repair, A-tailing, adapter ligation, size selection, amplification, and purification. Paired-end sequencing of the library was performed on an Illumina instrument.

#### Data processing

RNA sequencing reads were processed using a custom Snakemake pipeline available here: https://github.com/drummondlab/conservation-of-condensation-2024/^83^. Raw reads were first processed using TrimGalore v0.6.10 to remove Illumina sequencing adapters using default settings (doi: 10.5281/zenodo.7598955)^84^. All genomic DNA sequences and GTF files were downloaded from NCBI using the following versions (*Saccharomyces cerevisiae*: GCF_000146045.2_R64, *Saccharomyces kudriavzevii*: GCA_947243785.1_Skud-ZP591, *Kluyveromyces marxianus*: GCA_001417885.1_Kmar_1.0). These files were then used by STAR v2.7.10b to generate indices (--sjdbOverhang 99 --sjdbGTFtagExonParentTranscript transcript_id --sjdbGTFfeatureExon CDS --sjdbGTFtagExonParentGene gene_id --genomeSAindexNbases 10)^85^. Mapping of the filtered and trimmed fastqs was also done with STAR v2.7.10b (--alignMatesGapMax 20000). The reads mapping to each gene were quantified using HTSeq v2.0.2 (--stranded=no --type=CDS --idattr=gene_id)^86^.

#### Data analysis

Gene lengths were extracted for each gene by first adding exon annotations to the GTF files using a custom script based on gffutils v0.11.1 (https://github.com/daler/gffutils). Gene lengths were then calculated using the GenomicFeatures package in R^87^. These lengths were then used to calculate transcript per million values (TPMs). In addition, fold changes in transcript abundance were calculated using DESeq2 v3.16^88^.

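TPM recomputed from the deposited counts and gene lengths differed from the deposited TPM by at most 7.28e-12. Of the 6017 *S. cerevisiae* genes with counts, 47 have no TPM, while all 5549 genes of *S. kudriavzevii* and all 4952 of *K. marxianus* have one.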

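With DESeq2's Wald test and Benjamini-Hochberg adjustment on the deposited counts, 714 genes were higher and 890 lower in *S. kudriavzevii*, 1733 and 1869 in *S. cerevisiae*, and 1463 and 1467 in *K. marxianus*.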

#### Gene annotation

Protein annotations listed in Supplementary File 2 were derived from the following sources. The targets of HSF1 and Msn2/4 were curated from^3^ and^2^. The genes for core ribosomal proteins, ribosome biogenesis factors, and glycolytic enzymes (superpathway of glucose fermentation) as well as transcription factor regulation assignments were derived from the Saccharomyces Genome Database^89,90^. Genes for translation factors were derived from the KEGG BRITE database^91^. Transcription factor regulators in Supplementary File 3 were assigned according to^16^.

### In vivo biochemical fractionation and mass spectrometry sample preparation

Cells (BY4743, FM1171, or DMKU3-1042) were grown in SC-complete medium with 2% dextrose (50 mL of medium per treatment) at either 23 °C or 30 °C with 250 rpm shaking until OD_600_ was between 0.4-0.6. Cells were transferred to a 50 mL conical tube and harvested via centrifugation at 2500 g for 5 min in a swinging bucket rotor at room temperature. The supernatant was decanted and the conical tubes containing cells were immediately placed in water baths set to the treatment temperature. After 8 minutes, cells were resuspended in 1 mL ice-cold soluble protein buffer (SPB from^7^), transferred to a pre-chilled 1.5 mL tube, and spun for 30 s at 5000 g at 4 °C. The supernatant was discarded, and the cell pellet was resuspended in 200 µL of SPB. Two 100 µL aliquots from the resuspended sample were snap-frozen in a safe-lock tube.

Cells were lysed using cryomilling and fractionated with ultracentrifugation as described in^7^, with minor modifications. Briefly, cells were lysed with 5 × 90 s agitations at 30 Hz. After lysis, cellular material was resuspended in 900 µL of SPB and thawed on ice with occasional vortexing. The lysate was clarified to remove very large aggregates and membrane components with a 3000 g spin for 30 s at 4 °C. Then, 650 µL of clarified lysate was moved to a pre-chilled 1.5 mL tube. For a Total sample, 100 µL was mixed with 300 µL total protein buffer (TPB from^7^) and processed as described in^7^. Of the remaining clarified lysate, 500 µL was transferred to a vacuum safe tube spun at 100,000 g for 20 minutes at 4 °C (fixed-angle TLA-55 rotor in a Beckman Coulter Optimax tabletop ultracentrifuge). The supernatant fraction was decanted (as much as 400 µL) and snap frozen. The pellet fraction was isolated as described in^7^.

Protein was extracted from each fractionated sample using a chloroform-methanol method adapted from^92^. To 100 µL of sample, 400 µL of methanol was added and vortexed. Then 100 µL of chloroform was added and vortexed. 300 µL of dH_2_O was added and samples were vortexed. Samples were centrifuged for 1 minute at 14,000 g. The top aqueous layer was removed, and 400 µL of methanol was added. Samples were vortexed and then centrifuged for 5 minutes at 20,000 g. The remaining methanol was removed with a pipette, and the sample was dried at 55 °C. The protein flake was submitted for digestion and mass spectrometry at MS Bioworks.

### Mass spectrometry

#### Sample preparation

Protein flake was solubilized in urea lysis buffer (8 M urea, 50 mM Tris.HCl pH8, 150 mM NaCl, 1X Roche cOmplete protease inhibitor) using a QSonica sonic probe with the following settings: Amplitude 50%, Pulse 10 x 1 s. 1 on 1 off. The lysate was incubated at room temperature for 1 hr with mixing at 1000 rpm in an Eppendorf ThermoMixer and then centrifuged at 10,000 g for 10 minutes at 25 °C. Protein quantitation was performed using a Qubit protein assay (Invitrogen), protein yields are provided below. 25 μg of each lysate was digested as follows: reduced with 15 mM dithiothreitol at 25 °C for 30 minutes followed by alkylation with 15 mM; iodoacetamide at 25 °C for 45 minutes in the dark; digested with 2.5 μg sequencing grade trypsin (Promega) at 37 °C overnight. The final digest volume was 0.5 mL adjusted with 25 mM ammonium bicarbonate; cooled to 25 °C, acidified with formic acid and desalted using a Waters Oasis HLB solid phase extraction plate; eluted samples were frozen and lyophilized; pooled sample was made by mixing equal amounts of digested material from each sample. This pooled sample was used to generate a gas phase fractionation library.

#### DIA chromatogram library generation

1 μg of the pooled sample was analyzed by nano LC- MS/MS with a Waters M-class HPLC system interfaced to a ThermoFisher Exploris 480. Peptides were loaded on a trapping column and eluted over a 75μm analytical column at 350nL/min; both columns were packed with XSelect CSH C18 resin (Waters); the trapping column contained a 5μm particle, the analytical column contained a 2.4μm particle. The column was heated to 55 °C using a column heater (Sonation). The sample was analyzed using 6 × 1.5 h gradients. Six gas-phase fractions (GPF) injections were acquired for 6 ranges: 396 to 502, 496 to 602, 596 to 702, 696 to 802, 796 to 902, and 896 to 1002. Sequentially, full scan MS data (60,000 FWHM resolution) was followed by 26 × 4 m/z precursor isolation windows, another full scan and 26 ×4 m/z windows staggered

by 2 m/z; products were acquired at 30,000 FWHM resolution. The automatic gain control (AGC) target was set to 1e6 for both full MS and product ion data. The maximum ion inject time (IIT) was set to 50 ms for full MS and dynamic mode for products with 9 data points required across the peak; the NCE was set to 30.

#### Sample analysis

Samples were randomized for acquisition. 1 μg per sample was analyzed by nano LC/MS with a Waters M-class HPLC system interfaced to a ThermoFisher Exploris 480. Peptides were loaded on a trapping column and eluted over a 75μm analytical column at 350nL/min; both columns were packed with XSelect CSH C18 resin (Waters); the trapping column contained a 5 μm particle, the analytical column contained a 2.4μm particle. The column was heated to 55 °C using a column heater (Sonation). Samples were analyzed using 1.5 h gradients. The mass spectrometer was operated in data-independent mode. Sequentially, full scan MS data (60,000 FWHM resolution) from m/z 385-1015 was followed by 61 × 10 m/z precursor isolation windows, another full scan from m/z 385-1015 was followed by 61 ×10 m/z windows staggered by 5 m/z; products were acquired at 15,000 FWHM resolution. The maximum ion inject time (IIT) was set to 50 ms for full MS and dynamic mode for products with 9 data points required across the peak; the NCE was set to 30.

#### Data processing

Data are available via ProteomeXchange with identifiers PXD044702. DIA data were analyzed using Scaffold DIA 3.3.1 (Proteome Software) which served several functions: 1) Conversion of RAW files to mzML (ProteoWizard) including deconvolution of staggered windows; 2) Conversion to DIA format; 3) Alignment based on retention times; 4) Searching of data using Prosit library (DLIB) and the chromatogram/reference library to create custom ELIB; 5) Filtering of database search results using Percolator at 1% peptide false discovery rate; 6) Calculation of peak areas for detected peptides using Encyclopedia (0.9.6). For each peptide the 5 highest quality fragment ions were selected for quantitation.

Data were searched with the following parameters: Enzyme: Trypsin; Database: UniProt *Kluyveromyces marxianus*, *Saccharomyces kudriavzevii*, or *Saccharomyces cerevisiae*; Fixed modification: Carbamidomethyl (C); Precursor Mass Tolerance: 10ppm; Fragment Mass Tolerance: 10ppm; Library Fragment Tolerance: 10ppm; Peptide FDR: 0.01; Protein FDR: 0.01; Peptide Length: 6-30AA; Max Missed Cleavages: 1; Min. Peptides: 2; Peptide Charge: 2-3.

The samples table was exported from Scaffold DIA and further analyzed in Perseus^93^ and R^81^.

#### Calculation of pSup

The statistical model used to estimate the proportion in supernatant (pSup) was based on that used in^7^. For each fractionated sample, the relative abundance of proteins within each fraction—total (T), supernatant (S), and pellet (P)—were inferred from mass spectrometric data. While proteins are expected to obey conservation of mass in the original fractionated lysate ($${T}_{i}={S}_{i}+{P}_{i}$$ for protein species i), this assumption does not hold in the ratios of abundances directly inferred from the data. Instead, for a particular experiment, $${T}_{i}={a}_{S}{S}_{i}+{a}_{P}{P}_{i}$$ where we refer to the per-experiment constants $${a}_{S}$$ and $${a}_{P}$$ as mixing ratios which reflect differential processing and measurement of individual fractions. In order to estimate mixing ratios, and thus recover the original stoichiometry, we assume conservation of mass for each protein in the sample, and then use Markov Chain Monte Carlo sampling to estimate the mixing ratios under this constraint^94^. We also assume negative binomial noise for each measurement. Specifically, we model mRNA abundance as follows:

$$\log ({T}_{i}) \sim N(\log (\alpha _{S}{S}_{i}+{\alpha }_{P}{P}_{i}),\sigma )$$

where

*T*_*i*_$$=$$ measured abundance of protein *i*,

*S*_*i*_*=* measured abundance in supernatant of protein *i*,

*P*_*i*_*=* measured abundance in pellet of protein *i*,

*a*_*s*_*=* mixing ratio of supernatant sample,

*a*_*p*_*=* mixing ratio of pellet sample

With the following priors:

$${\alpha }_{S} \sim \varGamma (1,1)$$

$${\alpha }_{P} \sim \varGamma (1,1)$$

$$\sigma \sim {Cauchy}(0,3)$$

We implemented the model above in R using the probabilistic programming language STAN, accessed using the rstan package^81,95^ and used all proteins with $${intensity}\ > \ 1$$ to estimate mixing ratios for each sample. These mixing ratios were then used to calculate the pSup for protein i: $${pSu}{p}_{i}=\frac{{\alpha }_{S}{S}_{i}}{{\alpha }_{S}{S}_{i}+{\alpha }_{P}{P}_{i}}.$$

### Pab1 wild-type and mutant protein purification

Pab1 wild-type and mutant proteins were purified according to^15^ with one modification. The sizing column used was a Superose 6 Increase 10/300 GL (GE Healthcare).

### Dynamic light scattering of purified protein

DLS measurements were performed in a DynaPro NanoStar Plate Reader (Wyatt). Each time point was the average of five 6-second acquisitions. Measurements were performed at a slow ramp (0.25 °C/min) starting at 25 °C and ending at 55 °C. All experiments were performed with 30 µL of 15 µM purified Pab1 protein, dialyzed overnight in freshly prepared buffer with 20 mM MES pH 6.4, 150 mM KCl, 2.5 mM MgCl_2_, and 1 mM DTT. Samples were centrifuged for 20 min at 20,000 g at 20 °C before loading in the plate. To prevent evaporation of the sample, 10 µL of mineral oil was layered on top of the sample. T_condense_ is calculated as previously described as T_demix_^11^ except that the value of the baseline was calculated as the average R_h_ values below 35 °C. This change was implemented to account for the fewer acquisitions per sample due to use of the plate reader rather than a single cuvette. Calculated monomer baseline sizes and T_condense_ temperatures can be found in Supplementary Tables 1 and 2, respectively.

### Wide-field microscopy

#### Dye labeling of proteins

Purified Pab1 of each species (*S. cerevisiae*, *S. kudriavzevii*, *K. marxianus*) was buffer exchanged (Zeba spin columns, 7 K MWCO) into a pH 8.2 amine-free labeling buffer (phosphate buffered saline solution supplemented with 0.1 M sodium bicarbonate) and reacted with ATTO 647N NHS ester (ATTO-TEC) for 70 minutes at room temperature while shaking at 300 rpm. Following the dye reaction, Pab1 was buffer exchanged to 20 mM MES pH 6.4, 150 mM KCl, 2.5 mM MgCl_2_, and 1 mM DTT. The degree of labeling for all Pab1 species was 0.3 (dye to protein molar ratio), as measured by absorbance ratio with correction for dye absorbance at A280 (NanoDrop One, ThermoFisher).

#### Preparation of samples for imaging

Each labeled protein sample was mixed with unlabeled wild-type protein and buffer (20 mM MES pH 6.4, 150 mM KCl, 2.5 mM MgCl_2_, and 1 mM DTT) to a final concentration of 10 μM unlabeled Pab1 and 0.2 μM labeled Pab1 (50:1 unlabeled:labeled). The Pab1 solution (50 uL) was transferred to a custom imaging chamber consisting of a plasma-cleaned imaging substrate compatible with on-microscope temperature control (VAHEAT, Interherence) and a 0.9 mm depth perfusion chamber (Grace Bio-Labs).

#### Fluorescence imaging with on-microscope temperature control

Images were collected on a custom wide-field imaging setup illuminated at 637 nm (OBIS LX, Coherent) with an sCMOS detection system (Photometrics Prime 95B). Rapid temperature control of samples was achieved with a VAHEAT temperature control unit (Interherence). Samples were initially brought to 30 °C for four minutes, then incrementally heated to higher temperatures at four-minute intervals (37 °C, 40 °C, 42 °C, 46 °C, 50 °C, 55 °C). Samples stabilized at each new temperature within seconds. Data were acquired in the last two minutes of each temperature treatment (at least two minutes after changing temperature). For each species and temperature condition, multiple image stacks of 100 frames each were taken at 100 ms exposure time and with approximately 1 W/cm^2^ of continuous 637 nm excitation. For each condition, a representative frame was selected. All frames were cropped in ImageJ to the same area at the same pixel positions. Three sets of colorbar scalings (2500–6000, 2500–18000, 2500–30000, as visually indicated in Figure S4) were required to visualize condensates from different species at different temperatures.

### Hydrogen-deuterium exchange mass spectrometry

#### Condensate preparation

Condensates were largely prepared as in^56^. A 10 μM Pab1 stock was exposed to the condensing condition at pH 6.5 (*S. cerevisiae* or *S. kudriavzevii* Pab1 at 46 °C for 20 min, and *K. marxianus* Pab1 at 46 °C for 20 min, followed by 50 °C for 10 min, followed by 55 °C for 10 min). After temperature exposure, condensates were collected via a 16,000 g spin for 10 minutes. The supernatant was discarded, and the pellets were washed twice using the same centrifugation procedure.

#### HDX labeling

HDX labeling was completed as in^56^ with the following exceptions: first, for both monomer and condensed states for the 3 orthologs, samples at HDX timepoints of 100, 400, 800, 1500, 3000, and 12900 seconds were collected with pD_corr_ 6; second, “saturated” control samples were labeled with pD_corr_ 6 overnight.

#### LC-MS/MS and HDX-MS data analysis

LC-MS/MS was completed as previously described^96^. HDX-MS data analysis was completed as in^56^, with the exception that peptides were filtered by ‘Medium’ or ‘High’ confidence fitting from HDExaminer and downstream analysis was completed using R. Data are available via ProteomeXchange with identifiers PXD044970.

#### Peptide maps

The peptide maps were largely generated as previously described^56^. Briefly, the assignment was completed by searching the MS/MS data of each homolog against a database containing the sequences of each Pab1, the proteases, and all other proteins running on the LC-MS system. This was done using SearchGUI software^97^ with the following search settings: unspecific cleavage, precursor charge 1-4, isotopes 0-1, precursor m/z tolerance 10.0 ppm, fragment m/z tolerance 10.0ppm, no post-translational modifications, peptide length 8-30. These search results were imported into PeptideShaker^98^ before undergoing further processing using EXMS2 software^99^ to generate peptide lists and visualize peptide maps.

### Code and data analysis

All data analysis was performed with R^81^ using packages from the tidyverse^100^ and others as indicated in the methods section. Plots were made with ggplot2^101^ or UpSetR^102^. Custom R packages can be found on GitHub (https://github.com/ctriandafillou/flownalysis; https://github.com/ctriandafillou/cat.extras). RNA sequencing reads were processed using a custom Snakemake pipeline available here: https://github.com/drummondlab/conservation-of-condensation-2024/^83^. Raw data and scripts that produce plots that appear in this work are available on Dryad (10.5061/dryad.w3r2280w6).

### Strains and plasmids

Strains and plasmids used in this study are listed in main text Table 1.

**Table 1:** Strains and plasmids

Organism/strain	Genotype	Source
S. cerevisiae BY4742	MATα ura3Δ0 leu2Δ0 his3Δ1 lys2Δ0	^103^
S. kudriavzevii FM1389 (original ZP591)	MATα hoΔ::kanMX ura3Δ0 his3Δ0	^104^
K. marxianus DMKU3-1042	MATα	NBRC 104275 (Japan)
K. marxianus RAK3877	MATα *ura3-1 his5-1*	^105^
S. cerevisiae yCDK061	MATα ura3Δ0 leu2Δ0 his3Δ1 lys2Δ0 PAB1-1255-1506::Pab1*1255-1506, MV → A	^11^
S. cerevisiae yCDK066	MATα ura3Δ0 leu2Δ0 his3Δ1 lys2Δ0 PAB1-1255-1506::Pab1*1255-1506, MV → I	^11^
S. kudriavzevii ySMK103	MATα hoΔ::kanMX ura3Δ0 his3Δ0 SKDZ_05G2450(PAB1)−1255-1506::SKDZ_05G2450(Pab1)*1255-1506, MV → A	This study
S. kudriavzevii ySMK105	MATα hoΔ::kanMX ura3Δ0 his3Δ0 SKDZ_05G2450(PAB1)−1255-1506::SKDZ_05G2450(Pab1)*1255-1506, MV → I	This study
S. kudriavzevii FM1171	MATa/MATα	^106^
S. cerevisiae BY4743	MATa/α ura3Δ0/ura3Δ0 leu2Δ0/leu2Δ0 his3Δ0/his3Δ0 MET15/met15Δ0 LYS2/lys2Δ0	^103^
S. cerevisiae yCGT027	MATα ura3Δ0 leu2Δ0 his3Δ1 lys2Δ0 SSA4::SSA4-mCherry	^16^
S. kudriavzevii ySMK009	MATα hoΔ::kanMX ura3Δ0 his3Δ0 SKDZ_05G1830(SSA4)::SKDZ_05G1830(SSA4)-mCherry	This study
**Plasmid**	**Details**	**Source**
pSK166	8xHis-(TevC)-SKDZ_05G2450(PAB1) in pET28a backbone	This paper
pSK168	8xHis-(TevC)-SKDZ_05G2450(PAB1) MV → A in pET28a background	This paper
pSK170	8xHis-(TevC)-SKDZ_05G2450(PAB1) MV → I in pET28a background	This paper
pSK172	pV1382 + SKDZ_05G2450(PAB1) P-domain guide CGGCCGCAGCGGTAGCTTGT	^107^ this paper
pSK173	pV1382 +SKDZ_05G2450(PAB1) P-domain guide CAACAAATGAACCCAATGGG	^107^ this paper
pSK174	pV1382 + SKDZ_05G2450(PAB1) P-domain guide TACGGTGTCCCTCCACAAGG	^107^ this paper
pSK180	8xHis-(TevC)-KLMA_30299(PAB1) wild type in pET28a background	This paper
pSK181	8xHis-(TevC)-KLMA_30299(PAB1) MV → A in pET28a background	This paper
pSK182	8xHis-(TevC)-KLMA_30299(PAB1) MV → I in pET28a background	This paper
pSK022	pCGT07 + SKDZ_05G1830(SSA4)- mCherry repair template carrier	^16^ this study
pSK025	Cen6-URA + Cas9-PGK1 + SKDZ_05G1830(SSA4) guide CGGAACCGGACCTGCTCCAG	^78^ this paper
pSK026	Cen6-URA + Cas9-PGK1 + SKDZ_05G1830(SSA4) guide GGTGCTGGAGCAGGCCCAAG	^78^ this paper
pJAR006	8xHis-(TevC)-Pab1 in pET28a backbone	^11^
pJAR033	8xHis-(TevC)-Pab1 MV → A in pET28a background	^11^
pJAR035	8xHis-(TevC)-Pab1 MV → I in pET28a background	^11^
pSK190	pSSA3-eGFP-CYC1t with Kmarx CEN/ARS, HIS5	^80^ this paper

### Statistical tests

All correlations were calculated in R using Spearman’s or Pearson’s correlation coefficient, as indicated.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The yeast proteome is available from Saccharomyces Genome Database http://sgd-archive.yeastgenome.org/sequence/S288C_reference/orf_protein/. Sequencing data have been deposited in GEO under accession code GSE234499. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^108^ partner repository with the dataset identifiers PXD044702 and PXD044970. Raw and processed flow cytometry data, HDX-MS data, growth data, TSP-LC-MS/MS data, imaging data, and DLS data to reproduce all figures have been deposited to Dryad (10.5061/dryad.w3r2280w6) or GitHub (https://github.com/drummondlab/conservation-of-condensation-2024). Source data are provided with this paper.

# Supplementary material for: An adaptive biomolecular condensation response is conserved across environmentally divergent species
**Source:** Nat Commun. 2024 Apr 11;15:3127. doi: 10.1038/s41467-024-47355-9
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figures

An adaptive biomolecular condensation response is conserved across environmentally divergent species

Samantha Keyport Kik, Dana Christopher, Hendrik Glauninger, Caitlin Wong Hickernell, Jared A. M. Bard, Kyle M. Lin, Allison H. Squires, Michael Ford, Tobin R. Sosnick, and D. Allan Drummond

## Supplementary Figure S1.

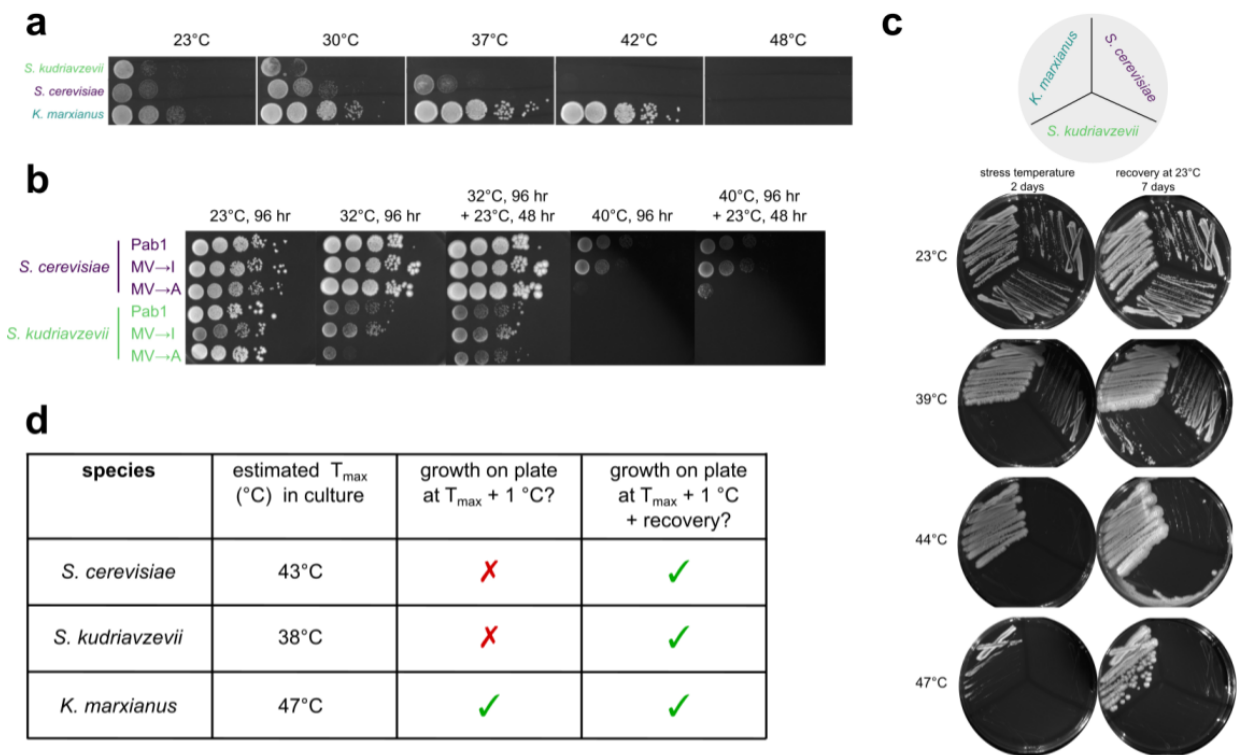

**Figure S1. Growth, recovery, and death phenotypes of each three species.** **a** Spot assays of *S. cerevisiae*, *S. kudriavzevii*, and *K. marxianus* strains. Plates were incubated at 23, 30, 37, 42, or 48°C for 2 days and then imaged. Columns are 10-fold dilutions. **b** Biological replicate of Figure 4e. **c** Growth on plates of each wild-type yeast species after a single-colony streak on a YPD plate. Each plate was incubated at either control or each species'  $T_{max} + 1^\circ\text{C}$  (calculated from culture) for two days, imaged, then shifted to room temperature, grown for 7 days, and imaged again. **d** Summary table of panel **c**.

## Supplementary Figure S2.

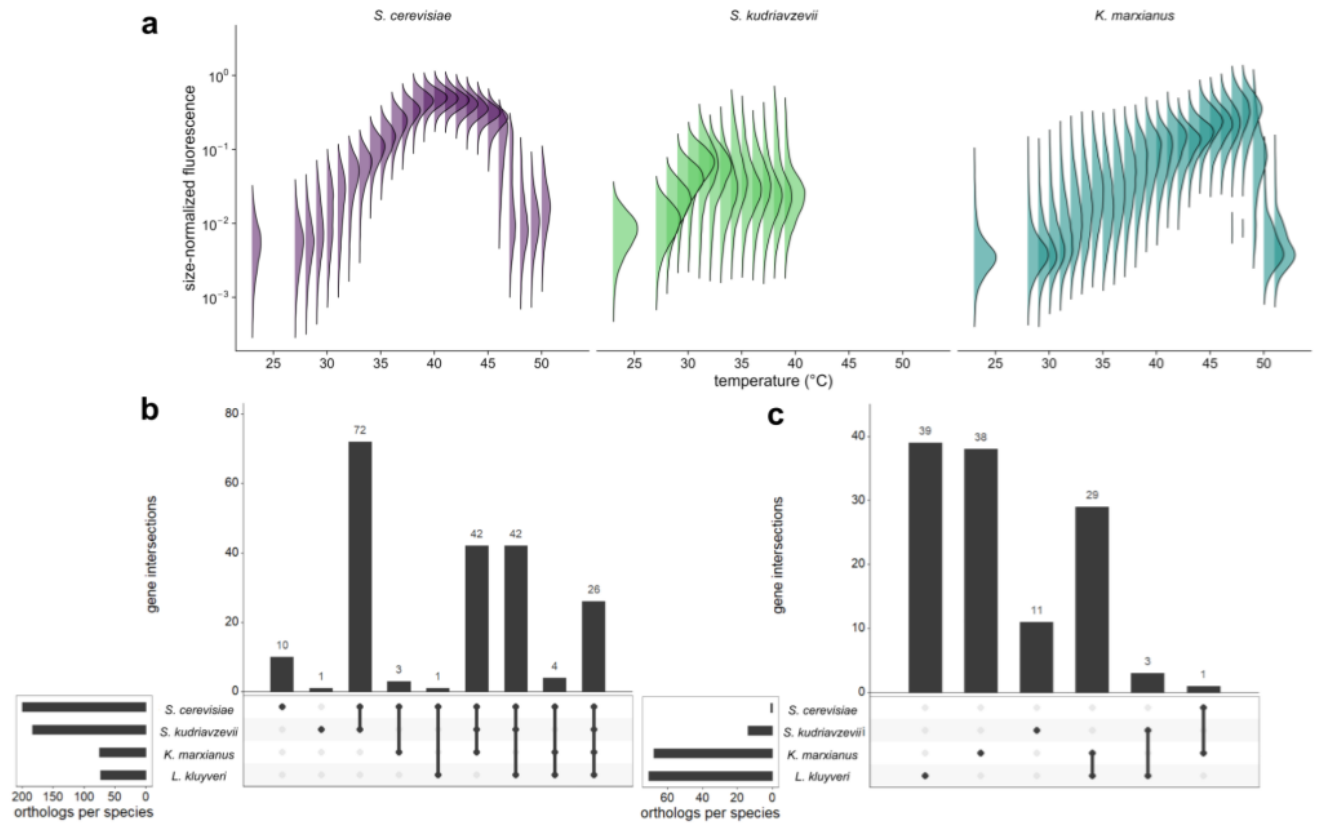

**Figure S2. Expression dynamics across temperatures.**

**a** Density distributions of red (endogenous SSA4-mCherry in *S. kudriavzevii* and *S. cerevisiae*) or green (plasmid-expressed SSA3p-eGFP in *K. marxianus*) fluorescence normalized by forward scatter for each species and temperature. Each distribution represents at least 5,000 cells. **b, c** comparison of Msn2/4 up (**b**) and downregulated (**c**) genes from our study and *L. kluyveri* from Brion et al., 2016. There is strong overlap in upregulated genes and lack of overlap in downregulated genes between pre- and post-duplication relatives, consistent with the hypothesis that the post-duplication orthologs should be substantially similar if there are some ancestral genes which were only recruited into the Msn2/4 post-whole-genome duplication.

## Supplementary Figure S3.

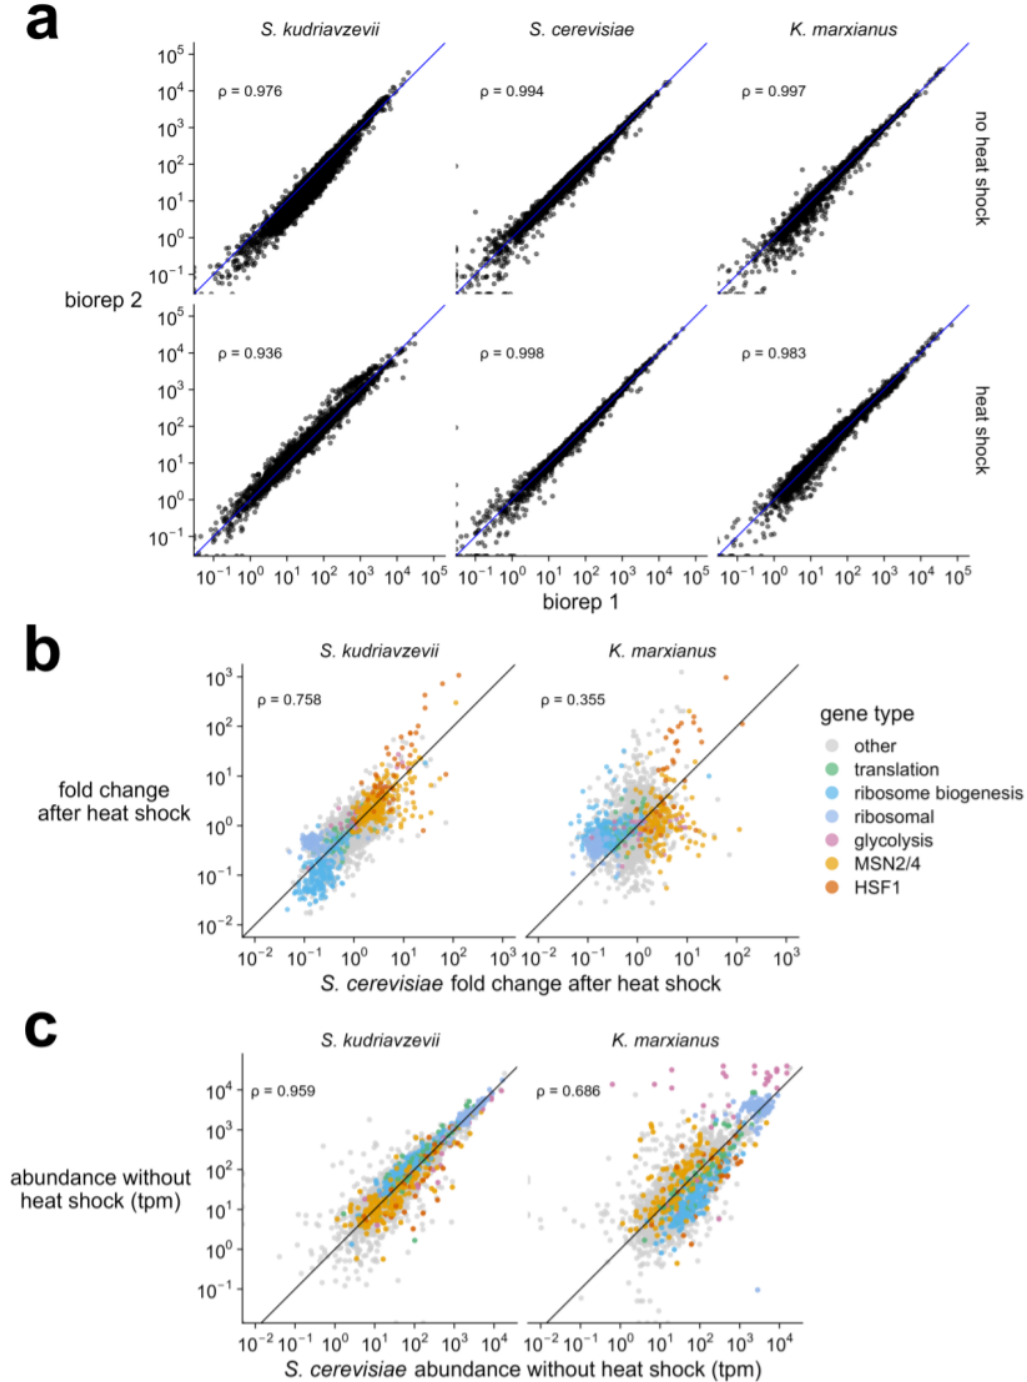

**Figure S3. Strong correlations in biological replicates and within treatment comparisons.**

**a** Transcript abundance (transcripts per million, tpm) between biological replicates in each species. Correlations are represented by Pearson's rho ( $\rho$ ) calculated between replicates. **b** Fold change distribution for groups of genes (colored by gene type) after stress in each species. 

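Across genes, the Pearson correlation of log10 TPM between replicates was 0.970 in the *S. kudriavzevii* control and 0.985 after heat shock, 0.989 and 0.992 in *S. cerevisiae*, and 0.986 and 0.983 in *K. marxianus* (SD 0.0078 over the 6 conditions). On the linear TPM scale these correlations were 0.976, 0.936, 0.994, 0.998, 0.997 and 0.983 in the same order. In the *S. kudriavzevii* control, the log2 ratio of replicate 2 to replicate 1 fell with gene length (Spearman correlation across genes -0.725), from a median of 0.75 in the shortest sixth of the genes to -0.72 in the longest sixth. The same correlation was 0.050 after heat shock in *S. kudriavzevii*, 0.463 and 0.159 in the control and heat shock of *S. cerevisiae*, and -0.029 and 0.189 in *K. marxianus*.

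**Figure D2:**
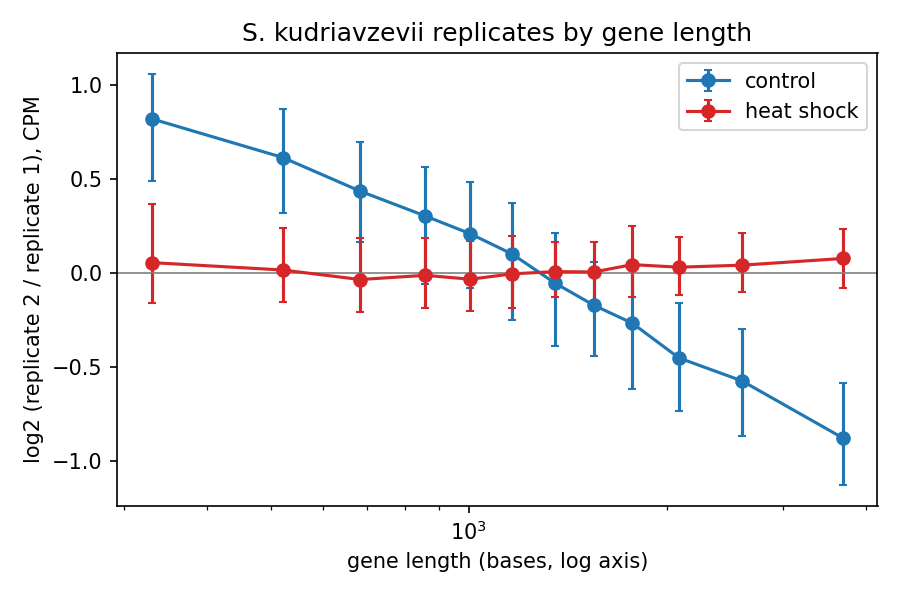
Log2 ratio of CPM in replicate 2 to replicate 1 against gene length (log axis) in *S. kudriavzevii* control and heat shock libraries. Points are medians of 12 bins of gene length with error bars from the lower to the upper quartile; the control ratio falls with length and the heat shock ratio stays level.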

Correlations are represented by Pearson's rho ( $\rho$ ) calculated between species. **c** Transcript abundance (transcripts per million, tpm) in each species without a heat shock. 

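Across 4901 orthologs with TPM above 0, the log10 of the mean control TPM had a Pearson correlation of 0.904 between *S. kudriavzevii* and *S. cerevisiae* (SD 0.0144 over single pairs of libraries) and a Spearman correlation of 0.892. With each control library left out in turn, the Pearson correlation stayed between 0.888 and 0.909, and on the linear TPM scale it was 0.954.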

Correlations are represented by Pearson's rho ( $\rho$ ) calculated between species.

## Supplementary Figure S4.

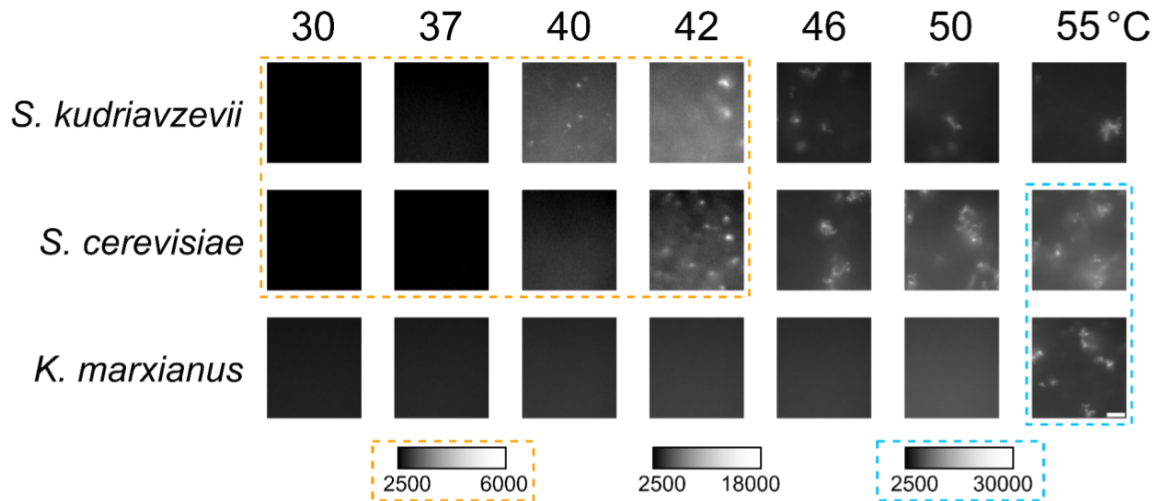

**Figure S4: Microscopic visualization of condensation at increasing temperatures.**

Wide-field fluorescence imaging of Pab1 condensate formation at species-specific temperatures. Fluorescently labeled Pab1 (10  $\mu$ M, 2% labeled) from each of three fungal species was held at 30°C for four minutes, then incrementally heated to higher temperatures for four minutes each. Gray scales indicate brightness in arbitrary units (AU). Three sets of brightness scalings were required to visualize condensates across these different temperatures; images employing scalings other than 2,500–18,000 (AU) are indicated by dotted-line groupings (orange, blue). Scale bar (bottom right, *K. marxianus* 55°C), 5  $\mu$ m.

## Supplementary Figure S5.

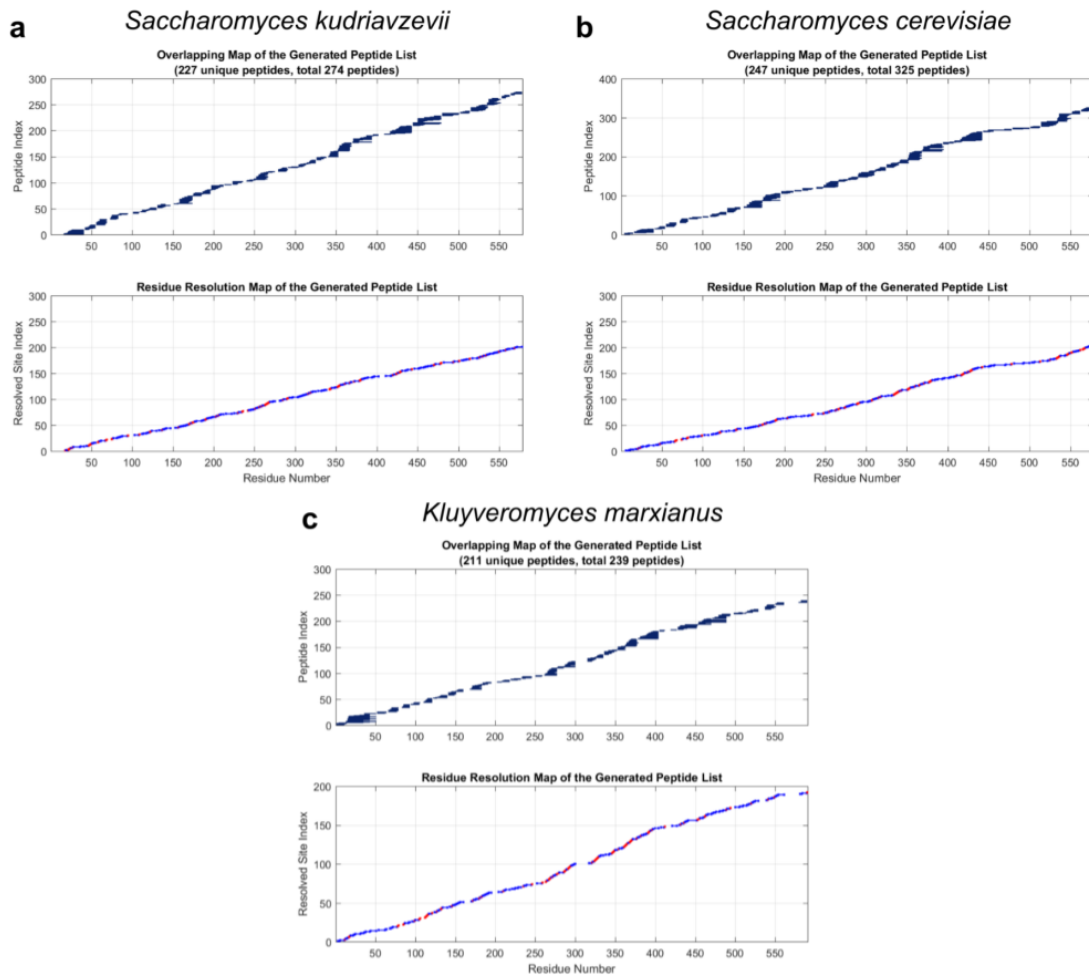

**Figure S5: Peptide maps for hydrogen-deuterium exchange studies of Pab1 orthologs from three budding yeast species.**

**a** *Saccharomyces kudriavzevii*, a cryophile. **b** *Saccharomyces cerevisiae*, a mesophile. **c** *Kluyveromyces marxianus*, a thermotolerant species.

## Supplementary Table S1.

| Well | Protein      | Baseline radius (nm) | Baseline radius SD (nm) | SD check |
|------|--------------|----------------------|-------------------------|----------|
| F2   | SkPab1WT     | 4.91                 | 0.10                    | TRUE     |
| H3   | KmPab1MV.I   | 5.02                 | 0.09                    | TRUE     |
| K4   | KmPab1WT     | 4.87                 | 0.15                    | TRUE     |
| K5   | KmPab1MV.A   | 4.75                 | 0.09                    | TRUE     |
| K9   | SkPab1MV.A   | 4.75                 | 0.09                    | TRUE     |
| L12  | SkPab1MV.I   | 5.17                 | 0.23                    | TRUE     |
| NA   | J-ScPab1MV.A | 4.31                 | 0.08                    | TRUE     |
| NA   | J-ScPab1MV.I | 4.35                 | 0.05                    | TRUE     |
| NA   | J-ScPab1WT   | 4.39                 | 0.08                    | TRUE     |

**Table 1. Pab1 baseline size estimations.** Well indicates DLS experimental well; Protein indicates species abbreviation + Pab1 + mutant version; baseline\_radius shows value of the mean radius in nm of measurements below 35°C; Baseline radius SD indicates the standard deviation of the baseline radius under 35°C; SD check: TRUE if baseline\_radius\_sd is less than 5% of baseline\_radius. Data for *S. cerevisiae* are from (Riback et al. 2017).

## Supplementary Table S2.

| Well | Protein      | T <sub>demix</sub> | Radius  | Rep   | Species | Mutant |
|------|--------------|--------------------|---------|-------|---------|--------|
| F2   | SkPab1WT     | 38.1963            | 10.4914 | rep_1 | Skud    | WT     |
| H3   | KmPab1MV.I   | 46.0497            | 9.03576 | rep_1 | Kmarx   | MV.I   |
| K4   | KmPab1WT     | 48.9093            | 10.2584 | rep_4 | Kmarx   | WT     |
| K5   | KmPab1MV.A   | 50.8701            | 9.70903 | rep_2 | Kmarx   | MV.A   |
| K9   | SkPab1MV.A   | 39.6627            | 11.0515 | rep_2 | Skud    | MV.A   |
| L12  | SkPab1MV.I   | 36.5503            | 9.43427 | rep_4 | Skud    | MV.I   |
| NA   | J-ScPab1MV.A | 40.7226            | 9.13283 | rep_1 | Scere   | WT     |
| NA   | J-ScPab1MV.I | 39.2875            | 8.23502 | rep_1 | Scere   | MV.I   |
| NA   | J-ScPab1WT   | 42.7316            | 8.99349 | rep_1 | Scere   | MV.A   |

**Table 2. Pab1 T<sub>condense</sub> and estimations and size measurements.** Well indicates DLS experimental well; Protein indicates species abbreviation + Pab1 + mutant version; T<sub>demix</sub> represents the temperature where the radius is as close to double the average baseline value below 35°C; Radius is the measured diameter in nm of the radius and T<sub>demix</sub> temperature; rep indicates which replicate is used for the calculation; Species shows an abbreviation of species used; Mutant indicates the version of Pab1 mutant used. Data for *S. cerevisiae* are from (Riback et al. 2017).

## References

Riback, Joshua A., Christopher D. Katanski, Jamie L. Kear-Scott, Evgeny V. Pilipenko, Alexandra E. Rojek, Tobin R. Sosnick, and D. Allan Drummond. 2017. "Stress-Triggered Phase Separation Is an Adaptive, Evolutionarily Tuned Response." *Cell* 168 (6): 1028–40.e19.

How the deposited data were processed for this re-analysis (not part of the article)

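The data are poly(A) RNA sequencing libraries of 3 yeast species, each with 2 control and 2 heat shock libraries. Samples were grouped by species and condition from their labels and the paper. Where these sources differ, the treatment of 8 minutes was taken from the methods and the labels, and the growth temperature of *S. kudriavzevii* from the legend of Fig. 2a.

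The authors removed adapters with TrimGalore, aligned the reads with STAR to R64 for *S. cerevisiae*, ZP591 for *S. kudriavzevii* and Kmar_1.0 for *K. marxianus*, and counted reads on coding sequences with HTSeq without using strand. The counts were deposited as whole reads per gene, 1 table per library, without normalization. Each table ends with 5 HTSeq tallies of reads given to no gene, which were left out of library sizes and tests; reads that did not align uniquely made up between 1.27% and 4.04% of the reads. The authors calculated TPM from these counts and from gene lengths obtained with GenomicFeatures, and deposited the TPM values of all libraries stacked in a single column, which was therefore read as a score. Counts per library size after TMM are given as CPM.

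Between 18911098 and 28644781 reads per library were counted on genes, with medians of 25255868 and 27798486 in the control and heat shock libraries of *S. kudriavzevii*, 21631685 and 20693622 in *S. cerevisiae*, and 23034030 and 20230778 in *K. marxianus*. At this depth the counting error of most genes is small, and the spread between the 2 replicates limits the precision. The 10 most abundant genes took between 32.0% and 34.4% of the counts in *K. marxianus*, between 9.36% and 17.8% in *S. kudriavzevii* and between 10.8% and 18.3% in *S. cerevisiae*.

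Counts were analysed in R 4.3.3 with edgeR 4.0.16, in a separate fit for each species with no covariates. TMM factors, filterByExpr, glmQLFit and glmQLFTest were used with default settings, and p-values were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene lists were tested with camera (preset correlation 0.01) and fry from limma 3.58.1, adjusted over the 6 lists of a species. DESeq2 1.42.0 was run as an alternative. Tables and plots were made with Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

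The lists hold 30 Hsf1 targets, 68 Msn2/4 targets, 42 translation factors, 25 genes of glycolysis and fermentation and 154 ribosome biogenesis genes, and ribosomal proteins were taken by their symbols. They were written by hand before the data were examined, because the lists in the paper's supplementary files were not used here. The symbol pattern for ribosomal proteins also takes in RPP1, which is not a ribosomal protein. The error given for a list median, which has no replicates of its own, is the SD over the 4 single pairs of a control and a heat shock library of a species, or over all combinations of such pairs where species are compared. These pairs share libraries and are not independent.

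Of the 6017 *S. cerevisiae* identifiers, 6014 were found in the R64 annotation and 5278 have a symbol. For *S. kudriavzevii*, 5549 genes of ZP591 were matched with 5607 entries of a table of the Skud-IFO1802 assembly by the order of genes along each chromosome and their lengths. This gave 5445 pairs, 4721 of equal length, 492 within 5% and 232 placed between such pairs with a longer span in the table, against 27 pairs after the table was shuffled. Of the 5006 pairs with an *S. cerevisiae* symbol, 98.1% were within 10% of the length of the *S. cerevisiae* gene, against 8.47% with shuffled symbols, and 4912 were kept as orthologs. Both of the pairs that the paper lists were recovered. In simulated genomes this matching recovered 98.2% of 5442 true pairs, and 0.187% of the accepted pairs were wrong. The table was used for names only, since its assembly is not the one the reads were aligned to. Names inferred from order and length are an assumption, and pairs of equal length only were tried as an alternative chosen after the data were seen. Of the 4952 *K. marxianus* identifiers, 1 (PAB1) was paired, by the paper.

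The rule for the genes named in the text, set in advance, took those the paper names in its text or Fig. 2c in connection with these data or with condensation, together with SSA1 and SSA2, and in each species the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, at least 10 counts in both libraries of the higher condition, and no overlap between conditions. Genes outside this rule were named after their values were seen. For *K. marxianus*, whose other identifiers have no names here, 2 of each are given. Differences between *S. kudriavzevii* and *S. cerevisiae* were tested as the interaction of species and heat shock over the orthologs. The plan was to fit all 12 libraries; 8 were used, because *K. marxianus* identifiers were not paired.

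The fits were tested on simulated counts with 200 changed genes. The fit recovered 83.5% of them in *S. kudriavzevii* (5490 genes), 98.5% in *S. cerevisiae* (5786 genes) and 95.5% in *K. marxianus* (4894 genes), and 4.02%, 8.37% and 10.8% of the calls were false. The interaction fit recovered 88% over 4909 orthologs, with 6.38% of its calls false. In *S. cerevisiae*, *K. marxianus* and the interaction fit, the share of false calls was above the adjusted p threshold of 0.05. The simulated noise was independent between genes, without length trends or shifts shared by a list. Fewer genes were changed than were called in the data. These rates may therefore not hold for the data.

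The alternatives were DESeq2's size factors and library totals in place of TMM, DESeq2's Wald test, filters of at least 1 count in any library or 10 in every library, a replicate block, TPM ratios with pseudocounts of 1 and 0.1, the estimated correlation in camera, fry, members of a list of above-median expression, the Msn2/4 list without shared genes, rank correlations, other TPM scales, and leaving out each library in turn. A correction that removed the trend of each library with gene length was added after the data were seen. The gene regulons of Fig. 2c and the *K. marxianus* gene lists were not analysed here.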

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

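The tests of library totals, of the spread between libraries and of shared copies, the length tests for glycolysis and for Msn2/4 targets, and the test of a larger response in *S. kudriavzevii* were chosen only after the results were seen; the other length tests use a correction that was chosen after the length trend and the uncorrected values were seen, and before the corrected values were.

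The heat response of 441 orthologs differed between *S. kudriavzevii* and *S. cerevisiae* in the interaction test of edgeR. This number moves with the processing, to 52 higher and 200 lower with library totals and to 608 higher and 491 lower with gene length trends removed. The temperature step of these species is the same size, while species and growth temperature differ together in this design, so a biological reading of any difference cannot name which of them matters, and this was not tested.

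Ribosomal protein transcripts fell less in *S. kudriavzevii* than in *S. cerevisiae*, with a median difference of 1.73 on the log2 scale. The values argue against a gene length trend in a library as its cause, since the difference was 1.80 with length trends removed. With library totals in place of TMM, which shift all orthologs alike, the difference was 1.47, against an SD of 0.793 over single pairs of libraries. The choice between these 2 scalings thus does not account for it. A response of the same shape but larger in *S. kudriavzevii* would need these transcripts to fall more there, and the lowest difference over single pairs of libraries was 0.60. The *S. kudriavzevii* replicates also differed: ribosomal protein transcripts were 1.07 higher in replicate 2 than in replicate 1 of the control and 1.08 higher after heat shock. In the control, removing the length trend lowered this gap to 0.51, so the trend accounts for part of it. The heat shock libraries had no such trend (Spearman correlation 0.050), and their gap was 1.07 after the correction, which argues against a length trend there. Same-numbered *S. kudriavzevii* libraries gave similar falls: the summed CPM went from 142137 to 69069 in replicate 1 and from 283615 to 143775 in replicate 2. The wide spread over single pairs thus comes from crossing libraries of different numbers. With a replicate block the species difference was 1.76 (camera, Benjamini-Hochberg adjusted p = 1.07e-57). The fry test without a block did not call it (Benjamini-Hochberg adjusted p = 0.151). No label pairs the libraries, so with 2 replicates per state this spread stays open as a limit on the size of the difference. Species and growth temperature stay open as untested biological explanations.

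Ribosome biogenesis transcripts fell more in *S. kudriavzevii*, with a median difference of -1.07, and Hsf1 targets rose more there, by 1.35. With gene length trends removed these differences were -0.92 and 1.46, and with library totals they were -1.47 and 0.93. With length trends removed, each stayed larger than the SD over single pairs of libraries (0.397 and 0.256), which argues against a length trend as the whole cause. Library totals moved the median of all orthologs from 0.01 to -0.35. This change could only enlarge the ribosome biogenesis difference, so it does not test scaling as a cause there. A shift common to all genes would move both lists the same way, so it cannot account for both differences. One hypothesis is that the step to 31 °C is a stronger stress for *S. kudriavzevii* than the step to 40 °C is for *S. cerevisiae*. It was not tested, and a larger change can also rest on the level in control cells. Ribosome biogenesis transcripts were higher in *S. kudriavzevii* control cells (median log2 ratio of TPM 0.89, from 0.16 to 1.40 over pairs of libraries). For Hsf1 targets this control ratio was -0.24, from -1.02 to 0.15. The smaller fall of ribosomal protein transcripts, by at least 0.60 in every pair of libraries, goes against a response that is larger for all lists. These pairs share libraries, and fry did not call this difference (Benjamini-Hochberg adjusted p = 0.151), so the point is not settled. A larger response could hold for some lists only.

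The median difference of Msn2/4 targets was -0.12, called by camera and smaller than the SD of 0.252 over single pairs of libraries. It was -0.0331 with length trends removed, and -0.49 with library totals, where the median of all orthologs moved to -0.35. The medians of the list within each species, 2.26 in *S. kudriavzevii* and 2.91 in *S. cerevisiae*, lay further apart, so the size of the difference depends on the measure. For the difference of -0.12, spread between libraries is a candidate explanation that the values allow. A length trend cannot be told apart from it, because the differences with and without those trends lie within that spread. For glycolysis and fermentation genes the difference was 0.60. It was 0.71 with length trends removed and still called by camera, which argues against a length trend as its cause. With library totals it was 0.24, above the shifted median of all orthologs. The difference of 0.60 lies between 1 and 2 SDs of 0.314, so that spread between libraries and a biological difference cannot be told apart with 2 replicates.

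Of the 47 *S. cerevisiae* genes that have counts and no TPM, 38 were tested, and 8 were higher and 4 lower after heat shock at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), with 13 at an unadjusted p under 0.05. The higher genes, named after their values were seen, were YJR027W, YGR109W-B, OAZ1, YBL100W-B, YDR261W-B, YDR034C-D, YJL113W and YOR192C-B, with log2 fold changes between 0.30 and 0.69. The 4 lower genes, also named after their values were seen, were ABP140 (-0.93), YLR410W-B (-0.89), YDR365W-B (-0.47) and YOR343W-B (-0.43). Many of these genes are annotated as Gag or Gag-Pol products of transposons, whose copies share reads. Reads that aligned to several places were left out by the counting, so such reads cannot have spread the change of a copy over the others. The values of these genes rest on the remaining reads and are uncertain. That 8 rose and 4 fell cannot decide how far the copies affect them, because the groups of copies are not known here. No biological explanation was tested.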

How the results depend on the processing

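The correction for gene length and the restriction to *S. kudriavzevii* names from equal lengths were chosen after the data were seen. Of the values recomputed for the comparisons between groups, 424 stayed within their limits, 43 moved, 16 became weaker and 2 stronger. For single genes the numbers were 598, 23 moved and 5 stronger: PAB1 in *S. kudriavzevii* passed the threshold with the Wald test of DESeq2, HSF1 and MSN2 in *S. kudriavzevii* and MSN4 in *S. cerevisiae* with the length trend removed, and MSN4 in *S. cerevisiae* also with a replicate block. Reversals were counted only for values with a test, and there were none among the comparisons between groups. Counts and values without a test, such as those with a library left out, could only stay within their limits or move. For counts the limit was a ratio of 1.5, and for most other values without a test it was the SD over single pairs of libraries. The *S. kudriavzevii* median of ribosomal proteins thus counted as within its limit at -0.37, where the SD was 0.864. The cause of the changes was not tested, except where given.

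In *S. kudriavzevii*, library totals gave 275 higher genes in place of 575, all of them changed at least 2-fold (275 in place of 530), and 39 in place of 50 Msn2/4 targets. With the length trend removed there were 1025 higher and 1106 lower genes in place of 717. In the comparison of species, 157 higher orthologs became 52 with library totals and 608 with the length trend removed, and 284 lower ones became 491 with the length trend removed.

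With camera's estimated correlation, no list was called; the medians are those of the main setting: in *S. kudriavzevii* -0.98 for ribosomal proteins, 4.46 for Hsf1 targets, 2.26 for Msn2/4 targets, -0.94 for translation factors, 0.85 for glycolysis and -3.49 for ribosome biogenesis, and in *S. cerevisiae* -2.73, 2.86, 2.91, -1.29, 0.38 and -2.30. With fry, ribosomal proteins in *S. kudriavzevii* were not called, nor were the species differences of ribosomal proteins (1.73), Msn2/4 targets (-0.12) and glycolysis (0.60). The species difference of translation factors was called by camera with library totals (0.0605, Benjamini-Hochberg adjusted p = 0.0302) and with names from equal lengths (0.32, 0.0437), and not in the other settings.

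The log2 ratio of mean TPM, with pseudocounts of 1 and 0.1, gave 4.19 and 4.20 for Hsf1 targets and 2.05 and 2.09 for Msn2/4 targets in *S. kudriavzevii*. In *S. cerevisiae* it gave -2.47 and -2.47 for ribosomal proteins, 3.11 and 3.12 for Hsf1 targets, -1.03 and -1.03 for translation factors, 0.63 and 0.63 for glycolysis, -1.97 and -2.05 for ribosome biogenesis and, with 0.1, 3.16 for Msn2/4 targets and 7.30 for SSA4. The *S. kudriavzevii* median of genes 2-fold higher in *S. cerevisiae* was 0.69 and 0.76, with 79.6% of the same sign, and 0.80 when the genes were chosen by mean TPM alone. Among the correlations, that of unstressed abundance was 0.954 on the linear TPM scale, where those of replicates were 0.936 for *S. kudriavzevii* heat shock and 0.997 for the *K. marxianus* control; the Spearman correlation of the *S. kudriavzevii* control replicates was 0.957.

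Replicate numbers were not taken to pair the libraries, since no label gives a shared batch and 2 pairs per species do not decide it. The deviations of same-numbered libraries had correlations of 0.053 in *S. kudriavzevii*, 0.567 in *S. cerevisiae* and 0.506 in *K. marxianus*. With a replicate block, 681 genes were higher and 886 lower in *S. kudriavzevii*, 2210 and 2092 in *S. cerevisiae*, and 1622 and 1683 in *K. marxianus*, and 201 orthologs had a higher and 186 a lower response in *S. kudriavzevii*, a balance opposite to that of 157 and 284 without the block. The species difference of ribosomal proteins was 1.76 with the block.

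With each library left out in turn, the medians in *S. kudriavzevii* ranged from -1.63 to -0.37 for ribosomal proteins, from 4.24 to 4.61 for Hsf1 targets, from 2.18 to 2.44 for Msn2/4 targets, from -1.20 to -0.72 for translation factors, from 0.545 to 1.36 for glycolysis and from -3.80 to -3.21 for ribosome biogenesis, and SSA4 from 9.71 to 10.33. In *S. cerevisiae* the ranges were -2.76 to -2.68, 2.74 to 2.97, 2.67 to 3.12, -1.37 to -1.26, 0.24 to 0.51 and -2.44 to -2.17, and 6.87 to 7.19 for SSA4. The correlation of fold changes ranged from 0.689 to 0.784 and that of unstressed abundance from 0.888 to 0.909. For genes 2-fold higher in *S. cerevisiae*, the *S. kudriavzevii* median ranged from 0.85 to 1.02 and the share of the same sign from 84.9% to 88.2%, and for genes 2-fold lower from -1.88 to -1.26 and from 91.0% to 96.8%; these were run with *S. kudriavzevii* libraries only. Leaving out *S. kudriavzevii* control replicate 2 or heat shock replicate 1 brought the fall of ribosomal proteins to -0.37 and -0.56.

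For *K. marxianus*, no alternative could be run for gene lists or orthologs, and the species comparison was fitted on 8 libraries in place of 12. The depth of the libraries limits few of these results, and the 2 libraries per condition limit all of them, most in *S. kudriavzevii*.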

Differences from the paper's values

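No test bears on these differences beyond the alternatives named, and the gene length correction and the names from equal lengths were chosen after the values were seen. The gene lists used here are not the paper's, whose supplementary files were not used here, so the values compared come from different genes.

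The median fold change of Hsf1 targets in *S. kudriavzevii* was 22.0 here, against the paper's about 9 in Fig. 2b, read by eye. For Msn2/4 targets it was 4.80 in *S. kudriavzevii*, against the paper's about 2.5 in Fig. 2b, and 7.53 in *S. cerevisiae*, against the paper's about 3 in Fig. 2b. None of the alternatives set before the data were examined closed these gaps: they, including each fit without a library, gave 17.6 to 24.4 for Hsf1 targets, 3.99 to 6.18 for Msn2/4 targets in *S. kudriavzevii* and 6.36 to 8.96 for Msn2/4 targets in *S. cerevisiae*. The 2 corrections chosen after the values were seen did not close them either (22.3 and 26.1, 4.86 and 4.80, and 7.26 for *S. cerevisiae* with the length trend removed).

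The correlations of replicates and of unstressed abundance are set here on log10 TPM, and the paper's values match those on the linear TPM scale. For replicates of *S. kudriavzevii* heat shock the correlation was 0.985 on the log10 scale and 0.936 on the linear scale, against the paper's about 0.94 in Figure S3a. For replicates of the *K. marxianus* control it was 0.986 and 0.997, against about 1.0 in Figure S3a, and for unstressed *S. kudriavzevii* and *S. cerevisiae* it was 0.904 and 0.954, against about 0.96 in Figure S3c.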

Other observations

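The length test of ribosomal protein transcripts was chosen after the length trend and the uncorrected values were seen, and before the corrected values were.

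The 2 control libraries of *S. kudriavzevii* differ with gene length, with a Spearman correlation across genes of -0.725 between length and the log2 ratio of replicate 2 to replicate 1. The cause of this trend was not tested, and no biological explanation was tested. With the trends removed, the ribosomal protein genes of the control replicates differed by 0.51 in place of 1.07, while those of the heat shock replicates differed by 1.07. Removing the trends raised the number of significant genes in *S. kudriavzevii* from 575 higher and 717 lower to 1025 and 1106.

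The transcripts of several proteins that the paper studies or names in connection with condensation fell after heat shock in *S. cerevisiae*. On the log2 scale, PAB1 fell by 1.37, SUP35 by 1.21, MES1 by 1.73, GUS1 by 0.99, ARC1 by 0.73 and PUB1 by 0.83. Each had a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test. In *S. kudriavzevii* the log2 fold change was -0.88 for PAB1 (SKDZ_05G2450, Benjamini-Hochberg adjusted p = 0.215 in edgeR's quasi-likelihood test), which passed the threshold with DESeq2's Wald test, and MES1 (-1.53, adjusted p = 0.0217) was the only one of these 6 that passed the threshold. DED1 did not pass it in either species, and its direction rests on single libraries: the log2 fold change was -0.46 in *S. kudriavzevii* and 0.24 without control replicate 1, and it was 0.15 in *S. cerevisiae*, -0.0113 without heat shock replicate 2 and also negative without control replicate 1. In *K. marxianus*, PAB1 (KLMA_30299) had a log2 fold change of -1.19 (standard error 0.147, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00153). For PAB1 the difference between *S. kudriavzevii* and *S. cerevisiae* was 0.55 (Benjamini-Hochberg adjusted p = 0.375 in edgeR's interaction test). The transcript of MBF1 rose by 3.31 in *S. kudriavzevii* and 1.55 in *S. cerevisiae*, and that of HSF1 by 0.89 in *S. cerevisiae*. In *S. kudriavzevii* the log2 fold change of HSF1 was 0.69 (adjusted p = 0.193 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.34 without control replicate 2 and 1.23 without control replicate 1.

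The median log2 ratio of TPM in *S. kudriavzevii* to TPM in *S. cerevisiae* was -0.79 for Msn2/4 targets in control cells (from -1.52 to -0.27 over pairs of libraries) and -1.41 after heat shock (from -1.72 to -1.30). For Hsf1 targets it was -0.24 (from -1.02 to 0.15) in control cells and 0.39 (from 0.09 to 0.60) after heat shock. For ribosomal proteins it went from -0.06 (from -0.26 to 0.14) to 1.36 (from 0.67 to 1.83), and for ribosome biogenesis genes from 0.89 (from 0.16 to 1.40) to -0.68 (from -1.05 to -0.41). Each value compares libraries of different species and growth temperatures, and no explanation was tested.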
